# Transient Dietary Intervention Induces Healthy Adipose Tissue Expansion and Metabolically Healthy Obesity in Mice

**DOI:** 10.1096/fj.202501121R

**Published:** 2025-07-16

**Authors:** Eri Wada, Hirotaka Hosono, Miyako Tanaka, Fumi Miyakawa, Kozue Ochi, Hiro Kohda, Shogo Tanno, Reon Shimano, Ayaka Ito, Yasuyuki Kitaura, Kazuya Ichihara, Akinobu Matsumoto, Tomoo Ogi, Noriko Satoh‐Asahara, Toyoaki Murohara, Takayoshi Suganami

**Keywords:** chronic inflammation, fibroblast, fibrosis, ketone body, obesity, weight‐cycling

## Abstract

As obesity progresses, dynamic tissue remodeling of adipose tissue occurs over time, that is, adipocyte hypertrophy, chronic inflammation, and interstitial fibrosis. Some obese individuals exhibit healthy adipose tissue expansion, characterized by modest inflammation and fibrosis despite adipocyte hypertrophy, resulting in “Metabolically Healthy Obesity (MHO)”. In this study, we investigated the effects of transient weight loss on adipose tissue remodeling during the development of obesity. Male C57BL6/J mice received various types of transient weight loss treatments during diet‐induced obesity. A 2‐week weight loss intervention during the inflammatory phase promoted healthy adipose tissue expansion, reduced ectopic lipid accumulation, and improved glucose metabolism. In contrast, protocols with shorter duration and delayed intervention, failed to induce MHO. Since serum concentrations of ketone bodies were elevated during weight loss, we examined the effects of hyperketonemia on obesity‐induced adipose tissue remodeling. Transient treatment with 1,3‐butanediol (BD), which increased serum ketone body concentrations to levels similar to those observed during weight loss, induced healthy adipose tissue expansion and reduced hepatic steatosis even during continuous high‐fat diet (HFD) feeding. Ketone bodies effectively suppressed activation of adipose tissue fibroblasts in vivo and in vitro. This study provides evidence that an appropriate dietary intervention can promote healthy adipose tissue expansion in mice, even after the regaining of weight, thereby leading to MHO. As the underlying mechanism, our data revealed a key role for ketone bodies in suppressing activation of adipose tissue fibroblasts. This study paves the way for nutritional approaches to induce MHO.

**Abbreviations**
AU: arbitrary unit
BD: 1,3‐butanediol
CLSs: crown‐like structures
HFD: high‐fat diet
MHO: metabolically healthy obesity
MUO: metabolically unhealthy obesity
PDGFRα: platelet‐derived growth factor receptor‐α
PPARγ: peroxisome proliferator‐activated receptor γ
RNA‐seq: RNA‐sequencing
SD: standard diet
SVF: stromal vascular fraction
TGFβ: transforming growth factor‐β
WC: weight‐cycling
WL: weight loss
αSMA: α‐smooth muscle actin
βHB: β‐hydroxybutyrate

## 1 Introduction

Obesity is a condition characterized by excessive energy storage in adipose tissue, causing lifestyle‐related diseases. Not all individuals with obesity develop complications, and clear individual differences exist. Thus, the concepts of “Metabolically Healthy Obesity (MHO)”, where individuals are healthy despite being obese, and “Metabolically Unhealthy Obesity (MUO)”, which is accompanied by various metabolic disorders, have been proposed [1]. The features of MUO include chronic inflammation in adipose tissue and ectopic lipid accumulation in the liver and skeletal muscle [2, 3]. In adipose tissue, chronic overnutrition induces adipocyte hypertrophy, followed by immune cell infiltration, angiogenesis, and overproduction of extracellular matrix. Such dynamic remodeling of adipose tissue underlies metabolic derangements such as hepatic steatosis [4]. In particular, substantial attention has been given to unique histological structures termed crown‐like structures (CLSs), where infiltrating macrophages surround and engulf adipocytes that have undergone cell death due to metabolic stress [4]. CLSs serve as a driving force not only for chronic inflammation but also for interstitial fibrosis in adipose tissue, where some adipocyte progenitor cells transdifferentiate into myofibroblasts, acquiring profibrotic properties [5, 6, 7]. In contrast, adipose tissue in MHO does not exhibit chronic inflammation and fibrosis, and is referred to as “healthy adipose tissue expansion.” However, in actual clinical practice, weight loss treatment for obesity is primarily evaluated using body weight and body fat mass as indices, with minimal considerations given to the aforementioned concepts of MHO and MUO.

Dietary intervention is a fundamental treatment for obesity that is applied to all patients, and, when successful, it leads to a reduction in the risk of various complications. However, maintaining appropriate dietary interventions in the long term is challenging, and weight regain often occurs, a phenomenon known as weight‐cycling (WC) [8]. The effects of WC have been debated, with some human studies reporting that WC increases the risk of metabolic syndrome, while other reports indicate no increased risk compared to those who remain overweight [9, 10, 11, 12, 13]. Similarly, animal experiments using various dietary protocols have shown conflicting results, and their effects on systemic metabolism remain inconsistent [14, 15, 16]. It has been reported that WC affects a variety of stromal cells, including immune cells, in adipose tissue; both proinflammatory and anti‐inflammatory responses are associated with weight loss [17, 18, 19, 20, 21]. The effects of transient weight loss on adipose tissue remodeling during WC remain to be elucidated.

We have previously reported on the molecular mechanisms underlying obesity‐induced adipose tissue inflammation, focusing on cell‐to‐cell interactions between parenchymal adipocytes and stromal cells [22, 23, 24]. In particular, we have elucidated the pathophysiologic role of macrophage‐inducible C‐type lectin (Mincle) in obesity‐induced adipose tissue fibrosis, which originates from CLSs [25, 26]. Although Mincle is known as a pathogen sensor against *Mycobacterium tuberculosis* and pathogenic fungi, we found that it is selectively expressed in macrophages within CLSs, where Mincle senses adipocyte death, inducing myofibroblast accumulation and accelerating interstitial fibrosis [25, 26]. Namely, Mincle deficiency suppresses obesity‐induced adipose tissue fibrosis, resulting in enlarged adipocytes and reduced hepatic steatosis [25]. We have also reported that a sodium glucose co‐transporter 2 inhibitor effectively promotes healthy adipose tissue expansion in diet‐induced obese mice [27]. A similar phenotype has been observed in the absence of type VI collagen, which is characteristic of adipose tissue [28]. These findings, taken together, indicate that adipose tissue fibrosis plays an essential role in the pathophysiology of healthy adipose tissue expansion. However, dietary approaches to promote healthy adipose tissue expansion during WC have not been explored.

In this study, we tested various WC protocols in a mouse model of diet‐induced obesity and found that an appropriate dietary intervention can promote healthy adipose tissue expansion. We observed an improvement in adipose tissue fibrosis during weight loss, characterized by reduced myofibroblast accumulation and decreased collagen deposition. Mechanistically, the transient administration of ketone bodies during the weight loss period could mimic the effects of the WC protocol. These findings may contribute to the development of novel nutritional interventions aimed at inducing MHO.

## 2 Materials and Methods

### 2.1 Reagents

All reagents were purchased from Sigma‐Aldrich (St Louis, MO) or Nacalai Tesque (Kyoto, Japan) unless otherwise noted. Antibodies and primers used in this study are listed in Tables S1 and S2, respectively.

### 2.2 Animals

C57BL/6J wild‐type male mice were purchased from CLEA Japan (Tokyo, Japan). They were maintained in a temperature‐, humidity‐, and light‐controlled room (12 h light/dark cycles), allowed free access to water and standard diet (SD; CE‐2; 343.1 kcal per 100 g, 12.6% energy as fat; CLEA Japan) or high‐fat diet (HFD; D12492: kcal per 100 g, 60% energy as fat; Research diet, New Brunswick, NJ). To examine the effect of ketone bodies, mice were given water containing 20% of 1,3‐butanediol (BD) *ad libitum*. For the glucose tolerance test, mice were intraperitoneally injected with glucose (1.5 g/kg body weight) after 16 h of fasting. For the insulin tolerance test, randomly fed mice were intraperitoneally injected with 0.75 U/kg insulin (Humulin R; Eli Lilly, Indianapolis, IN). All animal experiments, approved by the Committee on the Ethics of Animal Experiments of Nagoya University (approval number 240021), were carried out according to the ARRIVE guidelines.

### 2.3 Blood and Liver Analyses

Blood analyses were performed as described previously [29]. Blood β‐hydroxy butyrate (βHB) was measured by Stat strip XP3 (NIPRO, Osaka, Japan). Serum concentrations of insulin (Morinaga Institute of Biological Science, Kanagawa, Japan) and adiponectin (Otsuka Pharmaceutical Co. Ltd., Tokyo, Japan) were determined using ELISA kits. The lipids in the liver were analyzed as described previously [25].

### 2.4 Histological Analysis

Liver and epididymal adipose tissue were fixed with 10% neutral‐buffered formalin and embedded in paraffin. Two‐μm‐thick sections were stained with hematoxylin and eosin, and 4‐μm‐thick sections were stained with Sirius red. For the measurement of adipocyte cell size, more than 200 cells were counted in each section using image analysis software (Dynamic cell count; KEYENCE, Osaka, Japan). Immunohistochemical staining was performed as previously described [25]. All samples were analyzed with a fluorescence microscope (BZ‐X710; KEYENCE). The quantitative histological analysis was performed by two investigators who had no knowledge of the origin of the slides.

### 2.5 RNA‐Sequencing Analysis

Total RNA extracted from epididymal adipose tissue samples was purified using an RNeasy MiniElute Cleanup Kit (QIAGEN, Hilden, Germany). For the WC model 1 (WC1) experiment (Figure 1), RNA‐sequencing (seq) analysis was performed as previously described [30]. For the weight loss experiment (Figure 4), RNA‐seq analysis was performed by Novogene Co. Ltd. (Beijing, China). Genes expressed below 0.5 counts per million were filtered out from analysis. Fold changes of gene expression levels were analyzed using integrated Differential Expression & Pathway (iDEP) v.0.96 [31] and Gene set enrichment analysis (GSEA) [32, 33]. The RNA‐seq data are available on the website of the Gene Expression Omnibus at the National Center for Biotechnology Information (GSE286420 and GSE286421).

**FIGURE 1:**
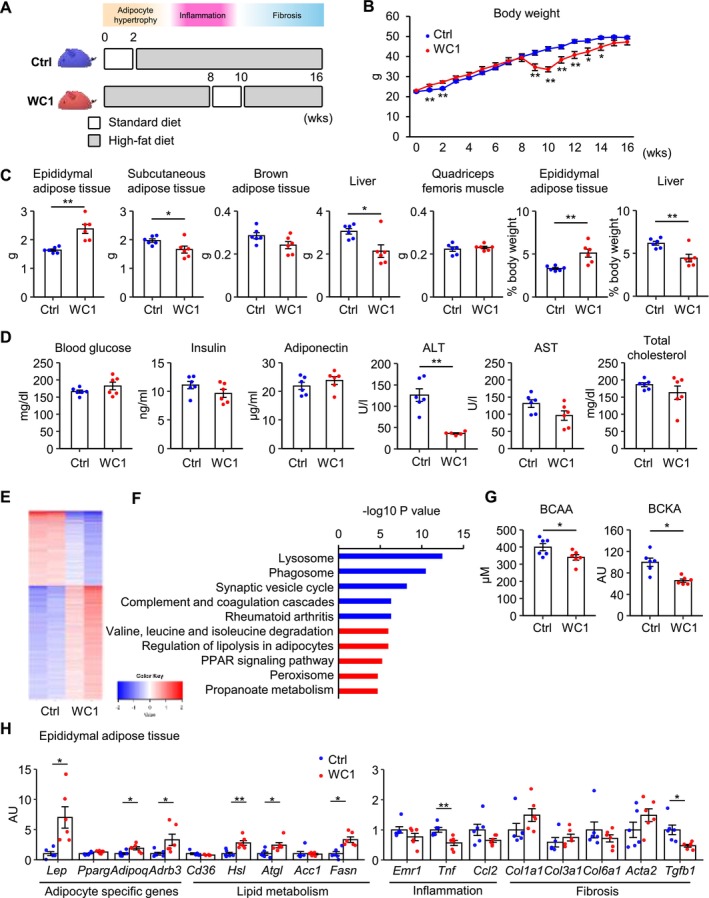
Diet‐induced weight‐cycling induces metabolically healthy obesity in mice. (A) Schematic diagram of weight‐cycling model 1 (WC1) and its control (Ctrl). The WC1 mice were fed high‐fat diet (HFD) for 8 weeks, followed by standard diet (SD) for 2 weeks for weight loss, then HFD again for additional 6 weeks, whereas the Ctrl mice were fed HFD continuously for 14 weeks. *n* = 6 per group. (B) Body weight curves. (C) Tissue weights and the percentages of tissue weight relative to body weight. (D) Blood glucose levels and serum parameters. (E, F) RNA‐sequencing analysis of the epididymal adipose tissue. *n* = 2 per group. (E) Clustering analysis (*k*) and (F) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis (*k* = 2). (G) Serum concentrations of branched‐chain amino acids (BCAA) and branched‐chain α‐keto acids (BCKA). (H) mRNA expression levels in epididymal adipose tissue. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's *t* test.

### 2.6 Quantitative Real‐Time PCR

Quantitative real‐time PCR was performed as previously described [29]. Data were normalized to 36B4 levels and analyzed using the comparative CT method.

### 2.7 Preparation of Primary Fibroblasts

The stromal vascular fraction (SVF) derived from epididymal adipose tissue was obtained as previously described [25]. CD45(−) platelet‐derived growth factor receptor‐α (PDGFRα)(+) fibroblasts in the SVF were sorted using an SH800 cell sorter (SONY, Tokyo, Japan), and CD45(−), CD31(−), and Ter119(−) cells were obtained using a magnetic cell sorting system (AutoMACS; Miltenyi Biotec, Bergisch Gladbach, Germany). Macrophages were identified in the SVF as CD45(+) and F4/80(+) cells. The fibroblasts were maintained in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum and antibiotics. The cells were deprived of serum and glucose and treated with 5 mM βHB overnight, followed by 1 ng/mL transforming growth factor‐β (TGFβ) for 24 h.

### 2.8 Immunoblot Analysis

Total cell lysates from the epididymal adipose tissue were prepared as described previously [25]. Immunoblots were analyzed using a LuminoGraph chemiluminescence imaging system (ATTO, Tokyo, Japan).

### 2.9 Metabolomic Analysis

The hydroxyproline content in the mouse epididymal adipose tissue was measured by Human Metabolome Technologies (Tsuruoka, Japan). Serum amino acids and βHB were measured by gas chromatography/mass spectrometry as previously described [34].

### 2.10 Statistical Analysis

Data are means ± SEM, and *p* < 0.05 was considered statistically significant. Statistical analysis was performed using analysis of variance (ANOVA), followed by a Tukey–Kramer test. An unpaired *t* test was used to compare two groups.

## 3 Results

### 3.1 Diet‐Induced WC Induces MHO in Mice

In this study, we employed HFD‐induced obese mice on the C57BL/6J background. The mice sequentially exhibited adipocyte hypertrophy, immune cell infiltration (inflammatory phase), and interstitial fibrosis (fibrotic phase) (Figure S1) as reported previously [24, 25]. We fed HFD or SD to 8‐week‐old male C57BL/6J mice to establish a WC1 protocol. The WC1 group was fed HFD for 8 weeks, followed by SD for 2 weeks for weight loss, then HFD again for an additional 6 weeks. The control group was fed HFD continuously for 14 weeks from 10 weeks of age (Figure 1A,B). At the end of the experimental period, there was no significant difference in body weight between the groups (Figure 1B). The weight of epididymal adipose tissue was significantly increased, whereas the weights of the liver and subcutaneous adipose tissue were significantly decreased in WC1 mice compared to control mice (Figure 1C), indicating a shift in lipid distribution within the body. The serum concentrations of alanine aminotransferase (ALT) significantly decreased and insulin tended to decrease, while those of adiponectin tended to increase in WC1 mice (Figure 1D).

At the end of the experimental period, we investigated gene expression profiles in epididymal adipose tissue, where chronic inflammation primarily occurs. Pathway analysis of downregulated gene sets in WC1 mice highlighted pathways such as “Lysosome” and “Phagocytosis,” whereas analysis of upregulated gene sets underlined “Valine, leucine, and isoleucine degradation,”, “Regulation of lipolysis in adipocytes,” and “Peroxisome proliferator‐activated receptor (PPAR) signaling pathway” (Figure 1E,F). These observations were consistent with the notion that WC1 mice exhibit healthy adipose tissue expansion. Indeed, the serum concentrations of valine, leucine, and isoleucine, referred to as branched‐chain amino acids (BCAA), along with their metabolites such as branched‐chain keto acids (BCKA), were decreased in WC1 mice compared to control mice (Figure 1G). Recent evidence has shown that BCAA metabolism is impaired in mice and humans with obesity, leading to increased serum BCAA and BCKA concentrations [35]. We also examined the gene expression profiles using quantitative PCR (Figure 1H). The expression of adipocyte‐specific genes, such as adiponectin (*Adipoq*), and lipolytic genes, such as hormone‐sensitive lipase (*Hsl*) and adipose triglyceride lipase (*Atgl*), was significantly increased, while the expression of inflammation‐ and fibrosis‐related genes, such as tumor necrosis factor‐α (*Tnf*) and *Tgfb1*, respectively, was decreased in WC1 mice. On the other hand, subcutaneous and brown adipose tissues showed only slight changes in gene expression (Figure S2A,B).

### 3.2 WC Leads to Healthy Adipose Tissue Expansion and Reduced Hepatic Steatosis

Next, we assessed histological changes of epididymal adipose tissue and found that adipocyte size was significantly increased in WC1 mice compared to control mice (Figure 2A). The number of CLSs, as evaluated by F4/80 immunostaining, was significantly decreased in WC1 mice (Figure 2B). Sirius red staining, along with hydroxyproline content, revealed a significant reduction of adipose tissue fibrosis in WC1 mice (Figure 2C,D). These histological features are consistent with gene expression profiles related to inflammation and fibrosis (Figure 1H). Although there were no apparent changes in the expression of lipidmetabolism‐related genes in the liver (Figure 2E), histological analysis and triglyceride measurements revealed reduced hepatic steatosis in WC1 mice (Figure 2F,G). Moreover, WC1 mice showed better insulin sensitivity than control mice (Figure 2H). Collectively, these findings suggest that the WC1 protocol induces healthy adipose tissue expansion and reduced ectopic lipid accumulation in the liver, thereby exhibiting the MHO‐like phenotype.

**FIGURE 2:**
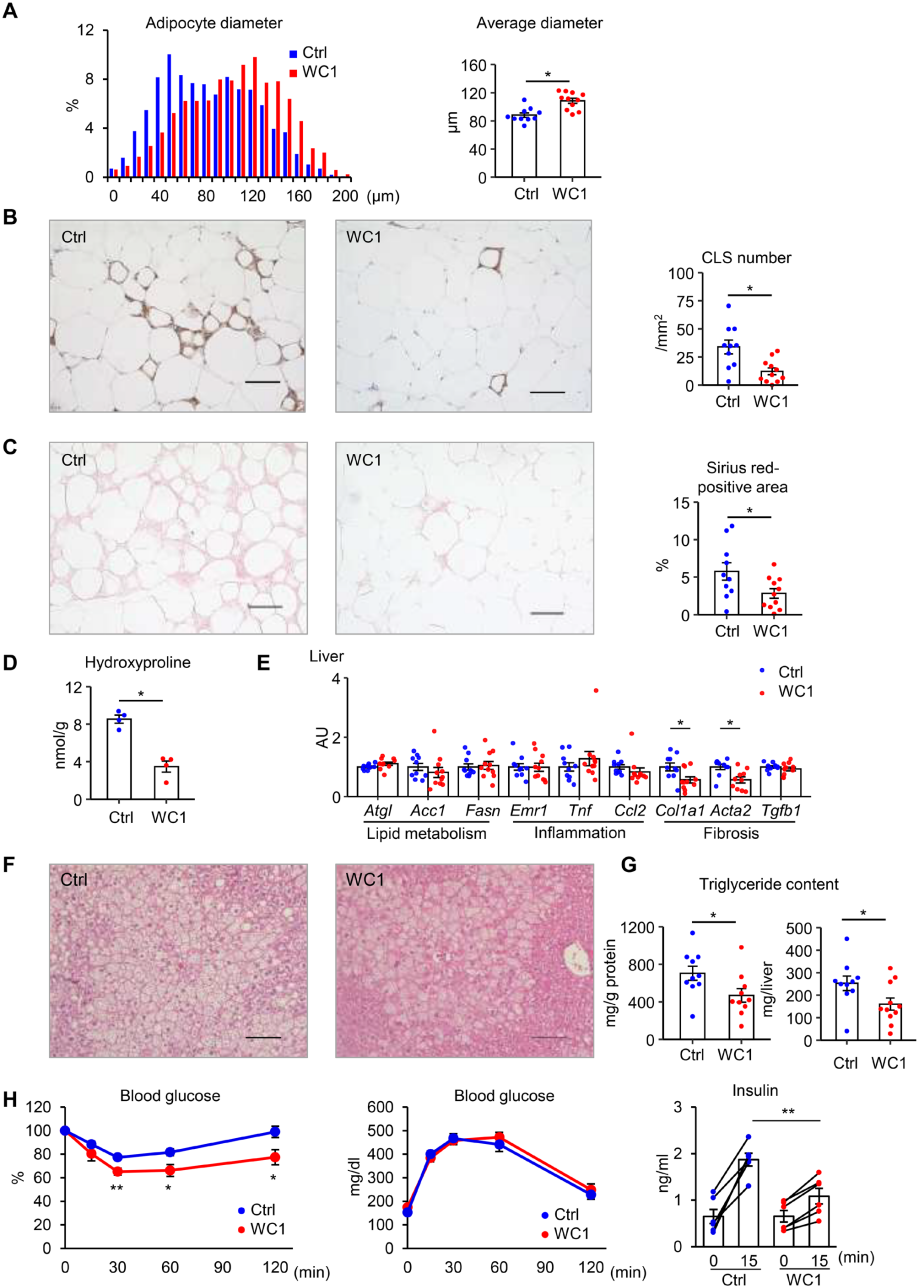
WC leads to healthy adipose tissue expansion and reduced hepatic steatosis. (A) Histogram of adipocyte diameters in epididymal adipose tissue from WC1 and Ctrl mice. *n* = 10–11. (B) Representative images of F4/80 immunostaining and the number of crown‐like structures (CLSs) in epididymal adipose tissue. (C) Representative images of Sirius red staining and quantification of the Sirius red–positive area in epididymal adipose tissue. (D) Hydroxyproline content in epididymal adipose tissue. *n* = 4 per group. (E) mRNA expression levels in liver. (F) Representative images of hematoxylin and eosin staining in liver. (G) Hepatic triglyceride content. (H) Insulin tolerance test (*lt*.) and glucose tolerance test (*rt*.). Serum insulin concentrations were measured before and 15 min after glucose administration during the glucose tolerance test. *n* = 6 per group. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's *t* test. Scale bars, 100 μm.

### 3.3 Other WC Protocols Show Differential Effects on Adipose Tissue

Next, two different WC protocols, termed WC2 and WC3, were examined to clarify whether our results can be generalized or not. In the WC2 protocol, mice underwent two 1‐week periods of SD feeding with a 2‐week HFD period in between, whereas control mice were fed HFD continuously for 14 weeks (Figure 3A). The WC2 mice exhibited body weight reduction twice during the experimental period, and no difference was observed in body weight between the groups at the end of the experiment (Figure 3B). Trends in tissue weights and serum parameters in the WC2 protocol were essentially the same as those in the WC1 protocol (Figure 3C,D, Figure S3A,B). The expression of *Lep* was significantly increased, while the expression of inflammation‐ and fibrosis‐related genes was decreased in the WC2 protocol, resulting in adipocyte hypertrophy, decreased CLS formation, and reduced interstitial fibrosis, as observed in the WC1 protocol (Figure 3E–G, Figure S2C–E). In contrast to the WC1 protocol, mRNA expression related to lipid metabolism, inflammation, and fibrosis as well as the triglyceride content in the liver remained unchanged in the WC2 protocol (Figure 3H,I). These findings suggest that the WC2 protocol, which initiates in the inflammatory phase similar to the WC1 protocol, can induce healthy adipose tissue expansion, but is insufficient to ameliorate inflammation and fibrosis enough to reduce ectopic lipid accumulation in the liver, likely due to the short duration of weight loss.

**FIGURE 3:**
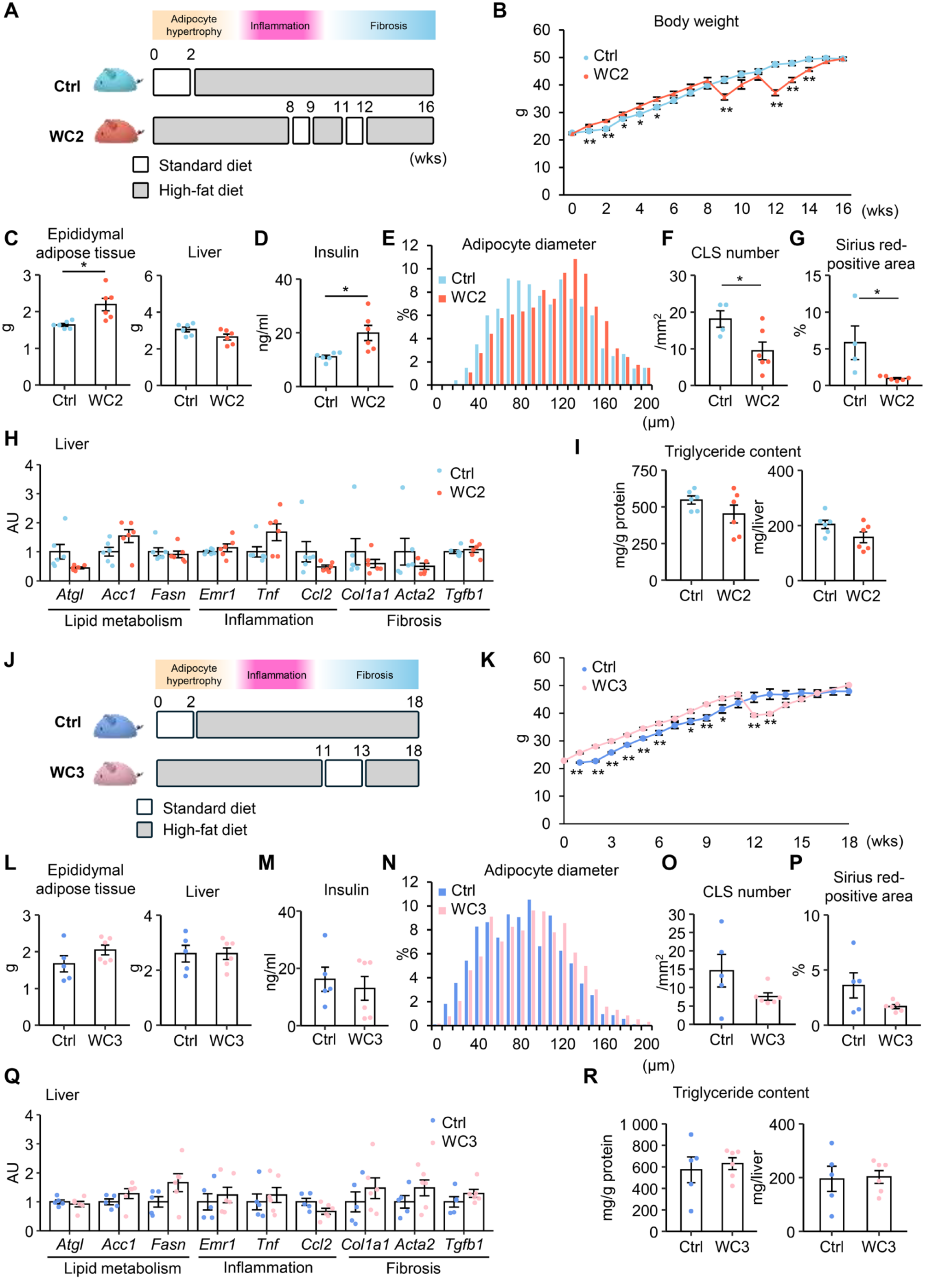
Other WC protocols show differential effects on adipose tissue. (A–I) Weight‐cycling model 2 (WC2). (A) Schematic diagram of WC2 and its control (Ctrl). The WC2 mice underwent two 1‐week periods of SD feeding with a 2‐week HFD period in between, whereas the Ctrl mice were fed HFD continuously for 14 weeks. *n* = 6 per group. (B) Body weight curves. (C) Tissue weights. (D) Serum insulin concentrations. (E) Histogram of adipocyte diameters in epididymal adipose tissue. (F) The number of crown‐like structures (CLSs) in epididymal adipose tissue. (G) Quantification of the Sirius red–positive area in epididymal adipose tissue (H) mRNA expression levels in liver. (I) Hepatic triglyceride content. (J–R) Weight‐cycling model 3 (WC3). (J) Schematic diagram of WC3 and Ctrl. After 11 weeks of HFD feeding, WC3 mice underwent a 2‐week weight loss intervention. *n* = 5–6. (K) Body weight curves. (L) Tissue weights. (M) Serum insulin concentrations. (N) Histogram of adipocyte diameters in epididymal adipose tissue. (O) The number of CLSs in epididymal adipose tissue. (P) Quantification of the Sirius red–positive area in epididymal adipose tissue (Q) mRNA expression levels in liver. (R) Hepatic triglyceride content. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's *t* test.

In the WC3 protocol, mice underwent 2‐week SD feeding similar to the WC1 protocol, but weight loss commenced after 11 weeks of HFD feeding (in the fibrotic phase; Figure 3J). No statistically significant difference was observed in body, adipose tissues, or liver weights between the groups at the end of the experiment (Figure 3K,L, Figure S4A). Distinct from the WC2 protocol, the WC3 protocol did not affect adipocyte hypertrophy, CLS formation, or interstitial fibrosis, or gene expression profiles in the epididymal adipose tissue, whereas both protocols showed no appreciable changes in hepatic phenotypes (Figure 3M–R, Figure S4B–E). These findings suggest that the WC3 protocol, which initiates after the mice have progressed to the fibrotic phase, exhibits only marginal effects on adipose tissue, likely due to the delayed intervention.

### 3.4 Gene Expression Profiles in Adipose Tissue During Weight Loss

To elucidate the underlying mechanisms of WC‐induced healthy adipose tissue expansion, we conducted RNA‐seq analysis of epididymal adipose tissue during weight loss in the WC1 protocol (Figure 4A). 

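RNA sequencing counts how many sequenced fragments come from each gene. Epididymal adipose tissue was sequenced at 3 phases of the weight loss: in mice fed HFD for 8 weeks (Pre), and after 1 week (WL1) or 2 weeks (WL2) of SD following the 8 weeks of HFD, with 3 libraries per phase. The authors deposited the number of reads counted on each of 56748 annotated genes, without normalization, together with FPKM values (fragments scaled by gene length and by the total of the library) of the same libraries. The aligner, the counting program and the genome build behind these values are not given in the sources used here. The reads counted per library ranged from 18184813 to 22729072 at Pre (median 19197110), from 17798709 to 21694533 at WL1 (median 17913549) and from 16434450 to 17804883 at WL2 (median 16577726). Transcripts of mitochondrial genes made up between 3.15% and 3.57% of the counts at Pre, between 1.86% and 2.03% at WL1 and between 2.28% and 2.88% at WL2. A total of 27198 genes had no read in any library. The paper filtered out genes expressed below 0.5 CPM (counts scaled by the total of the library). Here a gene was kept where at least 1 library reached 0.5 CPM, which left 18510 genes. Library sizes were scaled by the trimmed mean of M-values (TMM), with factors between 0.933 and 1.07. Phases were compared with edgeR's quasi-likelihood test in one model over the 9 libraries, so that the spread between mice was estimated from the 3 phases together. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The standard error (SE) beside an edgeR log2 fold change was derived from the test. It is the absolute log2 fold change divided by the square root of the F statistic.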

As body weight decreased, the weights of epididymal adipose tissue and liver, along with serum concentrations of glucose and insulin, were reduced (Figure 4B,C). In contrast, serum concentrations of β‐hydroxybutyrate (βΗΒ), the most abundant and stable ketone body in the circulation, and hydroxyproline, a degradation product of collagens, were significantly increased throughout the weight loss period (Figure 4C). We compared gene expression profiles in epididymal adipose tissue at different phases of weight loss: before the weight loss and after 1 and 2 weeks of weight loss. 

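With the adjusted threshold of edgeR's quasi-likelihood test, 1350 genes differed between WL1 and Pre (482 higher and 868 lower at WL1), 1853 between WL2 and Pre (620 higher and 1233 lower at WL2) and 681 between WL2 and WL1 (242 higher and 439 lower at WL2). Of these, 531, 716 and 306 changed at least 2-fold. Among the 3 phases, 2417 genes differed in at least 1 of them. The comparisons with Pre shared 670 genes, of which 668 changed in the same direction. Since both use the same Pre libraries, their fold changes are correlated even without an effect: across genes, the correlation was 0.581, against a median of 0.503 in 20 simulated data sets with no change. The test of a transient change, a contrast of WL1 against the mean of Pre and WL2, was passed by 848 genes (520 higher and 328 lower at WL1). A fall at WL1 that lasts to WL2 can also pass it, so these genes are not all transient. Of the 6 genes printed for cluster D in Fig. 4E, 4 passed it downward. Their median log2 fold change at WL2 against Pre was -1.94. In the comparisons of neighbouring phases, 67 genes passed the threshold upward at WL1 and then downward at WL2 and 67 the other way. These comparisons share the WL1 libraries, so that opposite signs are frequent even without an effect: they were found in 60.9% of all genes, against a median of 66.6% in the simulated data sets. No simulated data set had a gene past the adjusted threshold in both, but edgeR called at most 2 genes at WL1 against Pre in any of them. At an unadjusted p under 0.05 in both comparisons, 1385 genes had opposite signs, against a median of 193 and at most 229 in the simulated data sets. Each gene was simulated on its own, so the simulated data sets leave out variation that many genes share within a library. Their range can therefore be too narrow, and the excess over it does not exclude chance. The counts moved with single libraries. The genes changed in WL1 against Pre numbered 562 without Pre replicate 1, and 600, 674 and 512 without WL1 replicates 1, 2 and 3, and DESeq2 gave 2344. The genes changed in WL2 against Pre numbered 743 without WL2 replicate 2 and 966 without WL2 replicate 3. The genes changed in WL2 against WL1 numbered 1102 without Pre replicate 2, 262, 176 and 130 without WL1 replicates 1, 2 and 3, and 1351, 37 and 101 without WL2 replicates 1, 2 and 3. The genes with a transient change at WL1 numbered 301 without Pre replicate 1, 11, 115 and 24 without WL1 replicates 1, 2 and 3, and 1335, 67 and 140 without WL2 replicates 1, 2 and 3. The genes differing among Pre, WL1 and WL2 numbered 1467 and 1395 without WL1 replicates 2 and 3, and 1062 and 1234 without WL2 replicates 2 and 3.

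Protein-coding genes past the adjusted threshold, with a mean of at least 1 CPM and no overlap between the libraries of the compared phases, were ranked by fold change. Without any effect, 10% of genes show no overlap between 3 and 3 libraries. At WL1 against Pre, the largest rises were in *Serpinb1c*, with a log2 fold change of 4.40 (SE 1.14, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0445), *Hmga2* and *Tm4sf19*. *Serpinb1c* rests on 131 reads at WL1 and 6 at Pre, where 2 libraries had 0, and it lost the threshold without Pre replicates 1 or 2 or any WL1 library (log2 fold changes from 3.86 to 8.39). *Serpinb1c* is one of a cluster of paralogous genes between which reads may be split. *Hmga2* rose by 3.01 (SE 0.78, adjusted p = 0.0455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lost the threshold in 7 of the 9 fits that each left out 1 library, namely Pre replicates 1 and 3, the WL1 libraries and WL2 replicates 2 and 3 (from 2.46 to 3.78). *Tm4sf19* rose by 2.97 (SE 0.56, adjusted p = 0.0136 from the same edgeR test with Benjamini-Hochberg adjustment), and without Pre replicate 1 by less (2.53), when it lost the threshold. The largest falls were in *Wnt4*, *Pkp1* and *Rnase2a*. *Wnt4* had 3 reads at WL1 and 129 at Pre, a ratio of 0.0228 (95% counting interval from 0.00463 to 0.0680), and kept the threshold in 3 of the 9 fits. It was lost without Pre replicate 2, any WL1 library, or WL2 replicates 2 or 3. Its log2 fold change was -5.28, and from -6.17 to -3.43 with each library left out. *Pkp1* had 12 and 168 reads, a ratio of 0.0699 (0.0354 to 0.125), and was lost without Pre replicates 1 or 3 or any WL1 library (log2 fold changes from -4.23 to -3.14). *Rnase2a*, of a family of near-identical ribonuclease genes, changed by -3.73 (SE 0.40, adjusted p = 0.000846 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in each of the 9 fits. At WL2 against Pre, the largest rises were in *Thbs2* (log2 fold change 3.00, SE 0.23, adjusted p = 4.82e-05), *Fam13a* (2.80, SE 0.23, adjusted p = 7.45e-05) and *Ripk4* (2.68, SE 0.56, adjusted p = 0.0149), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ripk4* was lost without WL2 replicates 2 or 3 (log2 fold changes from 2.23 to 3.39). The largest falls were in *Dsg1a*, *Tph2* and *Pkp1*. *Tph2* had 37 reads at WL2 and 2879 at Pre, and changed by -6.10 (SE 0.64, adjusted p = 0.000300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dsg1a* had 1 read at WL2 and 113 at Pre, a ratio of 0.00945 (95% counting interval from 0.000237 to 0.0537), and is one of several paralogous desmoglein genes. *Pkp1* had 2 reads at WL2, a ratio to Pre of 0.0127 (0.00153 to 0.0466). These 3 falls passed in each of the 9 fits. Their log2 fold changes ranged from -8.23 to -5.82 for *Dsg1a*, from -6.36 to -5.48 for *Tph2* and from -8.82 to -5.54 for *Pkp1*. The intervals cover counting error only.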

Principal component analysis revealed differential gene expression profiles at each phase (Figure 4D). 

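Principal components were computed from the TMM-scaled log2 CPM of the genes past the expression filter, with each gene centred on its mean. The first component held 27.8% of the variance and the second 23.3%, which match the percentages printed in Fig. 4D. On these components, 80.9% of the sum of squares lay between the phases. No other division of the 9 libraries into 3 groups of 3 gave as large a share (one-sided exact permutation test over the 280 divisions, p = 0.00357, the smallest p that this design allows). The Pre libraries had PC1 scores of -21.7, -69.7 and -24.9, so that Pre replicate 2 lay apart from the other Pre libraries. The WL1 libraries had PC1 scores of 8.37, 3.18 and -3.70 and PC2 scores of -24.5, -36.0 and -52.3. The WL2 libraries had PC1 scores of 29.9, 39.8 and 38.8. Limiting the components to the 500 genes with the highest variance moved the share between phases the most, to 57.3% (exact permutation p = 0.00714). Leaving out each library in turn gave shares from 69.1% (without WL1 replicate 3) to 88.0% (without Pre replicate 2).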

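Genes were grouped by k-means with k = 5, the number used by the paper, on the 2000 genes with the highest standard deviation of log2 CPM, each centred on its mean and with 50 random starts. Each group was matched to a letter of Fig. 4E by the genes printed beside that letter. The number of genes that entered the clustering is not given in the sources used here. The group matched to cluster A had 322 genes and held 3 of the 5 printed A genes among the 2000. That matched to cluster B had 500 genes and held 12 of 12, and that matched to cluster D had 562 genes and held 4 of 4. In all, 19 of 21 printed genes (90.5%, 95% Wilson interval from 71.1% to 97.3%) fell into the group of their letter. The same genes gave the groups their letters, so this share is partly set by the matching and does not test it. The interval treats the genes as independent, and printed genes outside the 2000 are not counted. Of the 11 genes printed for cluster E, 0 were among the 2000 most variable genes. Their ranks by standard deviation lay between 2077 (*Col4a2*) and 6174 (*Fn1*), so that no group of its own was matched to cluster E. After a variance stabilizing transformation, the 11 genes entered, and 9 of them fell into the same group of 587 genes as the genes of cluster D. The remaining groups, of 312 and 304 genes, matched no letter, and the group of 304 genes was high in Pre replicate 2 alone (mean of the centred log2 CPM 2.67). Relative to Pre, the mean of the group of cluster A was 0.47 higher at WL1 and 1.00 higher at WL2 on the log2 scale. Its value at WL1 changed with the settings, to -0.97 without Pre replicate 1, -0.30 without Pre replicate 3, -0.44 without WL1 replicate 3, -0.37 without WL2 replicate 2 and 0.056 without Pre replicate 2. At WL2 it was 0.26 without Pre replicate 1 and 0.21 without WL2 replicate 2. The 7 genes printed for cluster A had a median log2 fold change of -0.53 at WL1 against Pre, opposite in sign to the mean of the group. Of the 7, 5 were lower, and 0 passed in edgeR, against 3 at an unadjusted p under 0.05, 1 in DESeq2 and 0 in limma on log2(FPKM + 1). All 7 were higher at WL2 than at Pre (median 1.07) and 5 passed in edgeR, with 3 without Pre replicate 3, 2 without WL2 replicate 2 and 3 without WL2 replicate 3. Since the groups were made from the values that they show, no p-value is given for their profiles.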

Using unsupervised hierarchical clustering with k‐means, five gene clusters were identified with differential expression patterns during weight loss (Figure 4E). For instance, Cluster B showed a transient inflammatory change during weight loss. 

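The 14 genes printed for cluster B in Fig. 4E, among them *Trem2*, *Ctsk*, *Tnf* and genes of Fc and signal-regulatory receptors, were each higher at WL1 than at Pre, with a median log2 fold change of 1.48. By edgeR's quasi-likelihood test, 8 of them passed the threshold adjusted over all genes and 14 that adjusted over the list alone, while 14 passed in DESeq2 and 4 in limma on log2(FPKM + 1). The paper chose the list on these samples, so that the latter is not independent evidence. At WL2 against Pre, 0 of 14 passed in edgeR, with 0 at an unadjusted p under 0.05 and 0 in DESeq2 or limma on log2(FPKM + 1), and the median was 0.059. At WL2 against WL1, each of the 14 was lower (median -1.39), and 2 passed, namely *Tnf* and *Sirpb1c*, or 14 adjusted over the list alone, with 12 in DESeq2 and 2 in limma on log2(FPKM + 1). In the test of a transient change, 13 of 14 passed in edgeR (median 1.43), 14 in DESeq2 and 4 in limma on log2(FPKM + 1). These numbers depend on single libraries. Of the 14 genes, 0, 1 and 2 passed at WL1 against Pre without Pre replicates 1, 2 and 3, 1, 1 and 0 without WL1 replicates 1, 2 and 3, and 12 without WL2 replicate 1. At WL2 against WL1, 4, 4 and 3 passed without Pre replicates 1, 2 and 3, 14 passed without WL2 replicate 1, and 0 without any other library of these 2 phases. Of the transient changes, 3 and 7 passed without Pre replicates 1 and 3, and 0 without any WL1 library or WL2 replicates 2 or 3. *Trem2* (ENSMUSG00000023992, chromosome 17, 48653429 to 48661175 in the coordinates of the authors' table) had 76.3 ± 19.0 CPM at Pre, 272 ± 115 at WL1 and 103 ± 82.0 at WL2 (SD, n = 3). Its log2 fold change at WL1 against Pre was 1.83 (SE 0.49, adjusted p = 0.0490, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), lost without any Pre or WL1 library or WL2 replicate 2 (from 1.43 to 2.05). *Tnf* (ENSMUSG00000024401, chromosome 17, 35418357 to 35420983) had 1.58 ± 0.15, 3.38 ± 0.433 and 1.36 ± 0.131 CPM (SD, n = 3). It rose at WL1 by a log2 fold change of 1.09 (SE 0.25, adjusted p = 0.0297, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), lost without Pre replicates 1 or 3 or any WL1 library (0.97 to 1.15), and changed from WL1 to WL2 by -1.31 (SE 0.26, adjusted p = 0.0260, the same edgeR test with Benjamini-Hochberg adjustment), lost without any WL1 library or WL2 replicates 2 or 3 (-1.39 to -1.18). *Sirpb1c*, whose reads may be split with its paralogs *Sirpb1b* and *Sirpa*, changed from WL1 to WL2 by -2.13 (adjusted p = 0.0498, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), lost in the same 5 fits (-2.67 to -1.79).

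Gene lists written from general knowledge gave values that rest mostly on genes other than the printed ones. A list of 20 macrophage genes, which shares 1 gene with those printed for cluster B, had median log2 fold changes of 0.75 at WL1 against Pre (limma's camera test, Benjamini-Hochberg adjusted p = 9.76e-06), 0.058 at WL2 against Pre (adjusted p = 0.719, camera with Benjamini-Hochberg adjustment) and -0.79 at WL2 against WL1 (adjusted p = 1.40e-05, camera with Benjamini-Hochberg adjustment). It was higher in 17 of 20 genes at WL1 than at Pre and lower in 18 of 20 at WL2 than at WL1. Single genes of the list passed the edgeR threshold over all genes in 1, 0 and 0 cases, against 11, 1 and 13 at an unadjusted p under 0.05, 10, 0 and 11 adjusted over the list alone, 7, 0 and 3 in DESeq2 and 0, 0 and 0 in limma on log2(FPKM + 1). Without WL2 replicate 1 alone, 8 genes passed at WL1 against Pre and 10 at WL2 against WL1. The 1 gene was *Msr1* (log2 fold change 1.56, adjusted p = 0.0403, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), lost without any Pre or WL1 library or WL2 replicate 3 (1.26 to 1.71). *Cd68* (1.52) and *Lgals3* (1.49) came next and did not pass. A list of 18 genes of lipid-associated macrophages, with 2 of the printed genes and 1 macrophage gene in it, had medians of 1.29 (adjusted p = 4.55e-09), 0.16 (adjusted p = 0.735) and -1.04 (adjusted p = 1.74e-09), by limma's camera test with Benjamini-Hochberg adjustment. Its largest rises at WL1 were in *Atp6v0d2* (log2 fold change 2.42, adjusted p = 0.0221), *Mmp12* (2.29, adjusted p = 0.0320) and *Gpnmb* (2.29, adjusted p = 0.0375), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Atp6v0d2* was lost without Pre replicates 1 or 2 or WL1 replicate 3 (2.04 to 2.79), *Mmp12* without any Pre library or WL1 replicates 2 or 3 (1.85 to 2.52), and *Gpnmb* without any Pre or WL1 library (1.80 to 2.52). None of these macrophage calls by camera holds with the correlation between genes estimated from the data (adjusted p = 0.432 to 0.497 in limma) or with limma's rotation test fry (adjusted p = 0.0845 to 0.177). Leaving out each library in turn kept the macrophage median between 0.47 and 0.94 at WL1 against Pre and between -1.10 and -0.51 at WL2 against WL1. WL2 replicate 1 had higher values than the other WL2 libraries, and without it the median at WL2 against Pre was -0.36 for the macrophage list and -0.35 for the list of lipid-associated macrophages. Without Pre replicate 1 the macrophage median was -0.16.

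**Figure D1:**
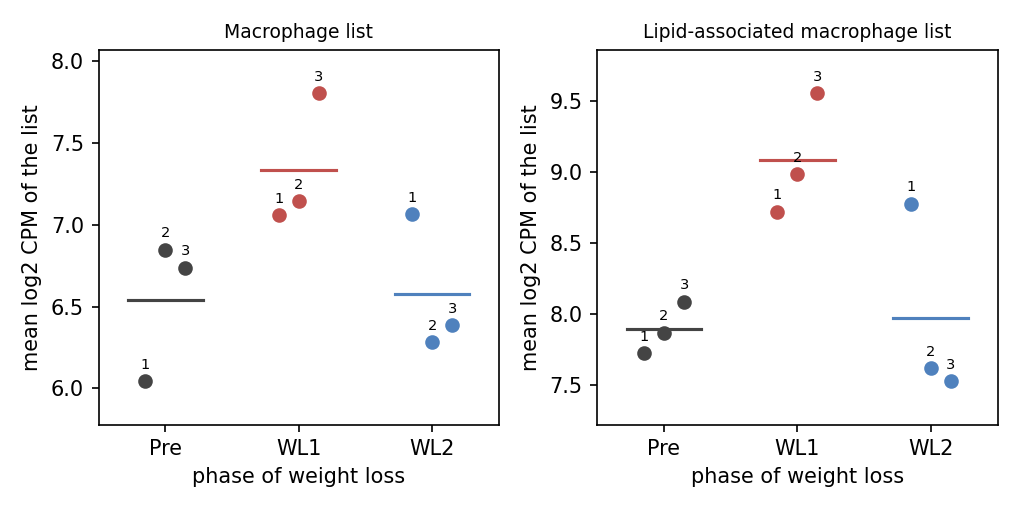
Mean log2 CPM of the macrophage list (first panel) and of the list of lipid-associated macrophages (second panel) in each library, by phase. Points are libraries numbered by replicate and lines are phase means; the macrophage list lies at 6.04, 6.85 and 6.74 at Pre, 7.06, 7.14 and 7.80 at WL1, and 7.06, 6.28 and 6.39 at WL2.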

Clusters D and E exhibited a reduction of mRNAs related to lipid metabolism and fibrosis after 1 and 2 weeks of weight loss, respectively (Figure 4E,F). 

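The 6 genes printed for cluster D in Fig. 4E, which include *Fasn*, *Scd1*, *Scd2* and *Lep*, were all lower at WL1 than at Pre, with 6 of 6 past the edgeR threshold in each of the 9 fits that left out 1 library and a median log2 fold change of -1.66. At WL2 against Pre, 5 of 6 passed (median -1.94). The exception was *Scd1* (-0.69, SE 0.21, adjusted p = 0.0643, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), which passed without WL2 replicate 3 (-0.96). *Fasn*, the fatty acid synthase gene (ENSMUSG00000025153, chromosome 11, 120696672 to 120715373), had 2643 ± 329 CPM at Pre, 514 ± 116 at WL1 and 322 ± 128 at WL2 (SD, n = 3). Its log2 fold change was -2.36 at WL1 (SE 0.28, adjusted p = 0.00135) and -3.04 at WL2 against Pre (SE 0.29, adjusted p = 0.000156), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Scd2* (ENSMUSG00000025203, chromosome 19, 44282113 to 44295303), whose reads may be split with its paralog *Scd1*, had 793 ± 188, 164 ± 12.6 and 81.1 ± 12.4 CPM (SD, n = 3). It changed by -2.27 (SE 0.18, adjusted p = 0.000262) and -3.29 (SE 0.19, adjusted p = 1.25e-05), by the same edgeR test with Benjamini-Hochberg adjustment. *Lep* changed by -0.83 at WL1 (SE 0.13, adjusted p = 0.00661) and -2.03 at WL2 (SE 0.14, adjusted p = 2.03e-05), edgeR quasi-likelihood with Benjamini-Hochberg adjustment. A list of 35 tested genes of fatty acid and cholesterol synthesis, 5 of which are also printed for cluster D, had median log2 fold changes of -0.83 at WL1 (adjusted p = 7.01e-36) and -0.996 at WL2 against Pre (adjusted p = 8.70e-37), and of -0.25 at WL2 against WL1 (adjusted p = 0.0782), by limma's camera test with Benjamini-Hochberg adjustment. Both comparisons with Pre hold under fry and with an estimated correlation, and 33 of 35 genes were lower in each. By edgeR, 25 genes passed downward in each, and 28 and 31 passed adjusted over the list alone in either direction. At WL1, *Pnpla3* (-2.22) was next in size after *Fasn* and *Scd2*. *Acacb* rose at WL2 against Pre (0.81, adjusted p = 0.00737, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). From WL1 to WL2, 3 genes of the list passed downward and 2 upward. The latter were *Thrsp* (0.95, adjusted p = 0.0182) and *Acaca* (0.50, adjusted p = 0.0456), by the same edgeR test with Benjamini-Hochberg adjustment. *Thrsp* passed in 6 of the 9 fits and *Acaca* in 2.

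The 11 genes printed for cluster E comprise 9 collagen genes, *Lox* and *Fn1*. At WL1 against Pre, 3 passed the edgeR threshold downward (median -0.27), namely *Col4a1*, *Col4a2* and *Col5a1*, and 1 to 3 passed when single libraries were left out: 1 without Pre replicates 2 or 3 or WL1 replicates 1 or 2, and 2 without Pre replicate 1, WL1 replicate 3, or WL2 replicates 2 or 3. At WL2 against Pre, each of the 11 was lower (median -1.12), 9 passed and 11 passed adjusted over the list alone, which is not independent evidence since the paper chose the genes on these samples. *Col1a1* (-0.87, SE 0.24, adjusted p = 0.0505) and *Fn1* (-0.72, SE 0.27, adjusted p = 0.126) did not pass in edgeR with Benjamini-Hochberg adjustment, and *Col1a1* passed without Pre replicate 1, WL1 replicate 2 or WL1 replicate 3, and *Fn1* without Pre replicate 1 (-0.98). From WL1 to WL2, 8 of the 11 passed downward (median -0.96), with 1 without WL2 replicate 2 and 4 without WL1 replicate 1, WL1 replicate 3 or WL2 replicate 3. *Col4a2* (ENSMUSG00000031503, chromosome 8, 11362805 to 11499287 in the coordinates of the authors' table) had 2341 ± 40.5 CPM at Pre, 1481 ± 138 at WL1 and 759 ± 80.99 at WL2 (SD, n = 3). Its log2 fold change against Pre was -0.66 at WL1 (SE 0.12, adjusted p = 0.0112) and -1.63 at WL2 (SE 0.12, adjusted p = 3.54e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col4a1* (chromosome 8, 11248423 to 11362826) overlaps the start of *Col4a2* on the opposite strand, and whether the counting used strand is not given in the sources used here. *Col4a1* changed by -0.50 (SE 0.13, adjusted p = 0.0457) and -1.46 (SE 0.13, adjusted p = 0.000123), edgeR quasi-likelihood with Benjamini-Hochberg adjustment, and its call at WL1 was lost in 8 of the 9 fits, all but that without WL2 replicate 1 (-0.58 to -0.42). *Col5a1* changed by -0.62 (SE 0.14, adjusted p = 0.0261, edgeR quasi-likelihood with Benjamini-Hochberg adjustment) at WL1, lost without Pre replicates 2 or 3 or WL1 replicates 1 or 2 (-0.73 to -0.53).

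**Figure D2:**
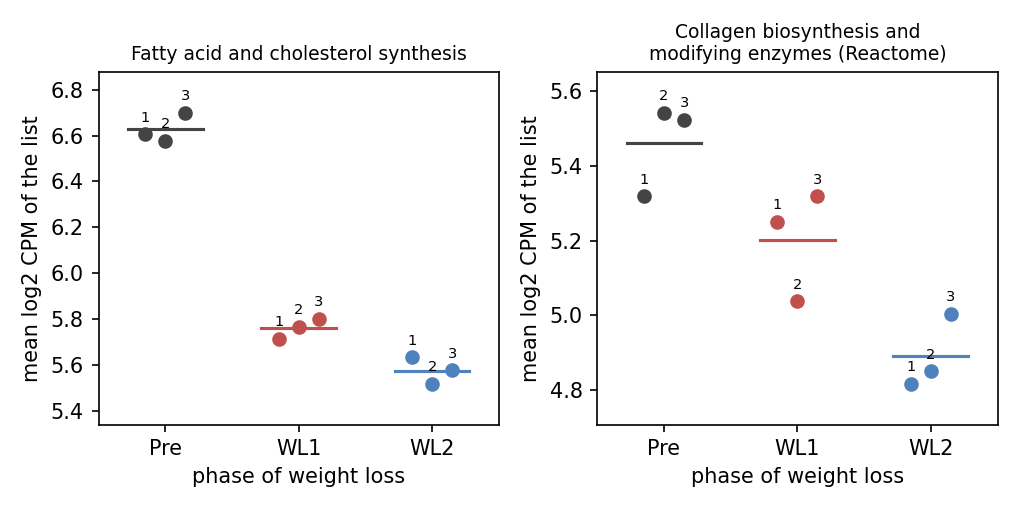
Mean log2 CPM of the fatty acid and cholesterol synthesis list (first panel) and of the Reactome set of collagen biosynthesis and modifying enzymes (second panel) in each library, by phase, with points numbered by replicate and lines at the phase means. The lipid list lies at 6.61, 6.58 and 6.70 at Pre, 5.72, 5.77 and 5.80 at WL1 and 5.63, 5.52 and 5.58 at WL2, and the collagen set at 5.32, 5.54 and 5.52, at 5.25, 5.04 and 5.32, and at 4.82, 4.85 and 5.00.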

GSEA confirmed downregulation of fibrosis‐related pathways, including collagen biosynthesis and modifying enzymes, after weight loss (Figure 4G).

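The set tested was that of the same name in Reactome, a database of pathways. Of its 58 mouse genes, 57 were matched to the annotation and 49 passed the expression filter. The median log2 fold change of the 49 genes was -0.27 at WL1 against Pre (32 of 49 lower), -0.52 at WL2 against Pre (38 of 49 lower) and -0.41 at WL2 against WL1 (36 of 49 lower). By limma's camera test, which asks whether a set moves relative to all other genes and here assumed a correlation between its genes of 0.01, the p-values adjusted by Benjamini-Hochberg over the 3 comparisons were 1.46e-05, 4.05e-19 and 8.96e-11. With the correlation estimated from the data in limma, they were 0.126, 0.0308 and 0.0560, so that the call at WL2 against Pre holds. With limma's rotation test fry, they were 0.0137, 0.000507 and 0.00409. Leaving out each library in turn gave medians from -0.37 to -0.20, from -0.70 to -0.45 and from -0.45 to -0.30, all past the camera threshold. Among single genes, 10, 19 and 15 passed downward in edgeR, and 17, 25 and 23 passed adjusted over the list alone in either direction. From WL1 to WL2, the genes past the threshold numbered 1 without WL2 replicate 2, 7 without WL2 replicate 3, and 8 and 5 without WL1 replicates 1 and 3. At WL1 against Pre, they numbered 6 without WL1 replicate 1. *Col15a1* changed by -1.28 at WL1 (SE 0.13, adjusted p = 0.000637) and by -1.88 at WL2 against Pre (SE 0.13, adjusted p = 2.03e-05), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both calls held in each of the 9 fits. *Adamts3* (-1.68) and *Col4a6* (-1.14) also fell at WL1, without passing. *Col6a2* changed by -1.95 at WL2 against Pre (SE 0.14, adjusted p = 3.31e-05, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). *Col26a1* had 3 reads at WL2, 12 at WL1 and 25 at Pre, a ratio of WL2 to Pre of 0.128 (95% counting interval from 0.0248 to 0.420), and did not pass. From WL1 to WL2, *Col16a1* changed by -1.22 (SE 0.10, adjusted p = 0.000907, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), and *Col22a1* by -1.19 without passing. *Col20a1* changed the other way at WL2 against Pre (1.54, adjusted p = 0.0222, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), a call lost without Pre replicates 1 or 2 or WL2 replicates 2 or 3 (1.27 to 2.05). The running-sum enrichment score of the set, with genes ranked by signal to noise as in GSEA, was 0.713 toward Pre in Pre against WL2, 0.497 toward Pre in Pre against WL1, and 0.648 toward WL1 in WL1 against WL2.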

**FIGURE 4:**
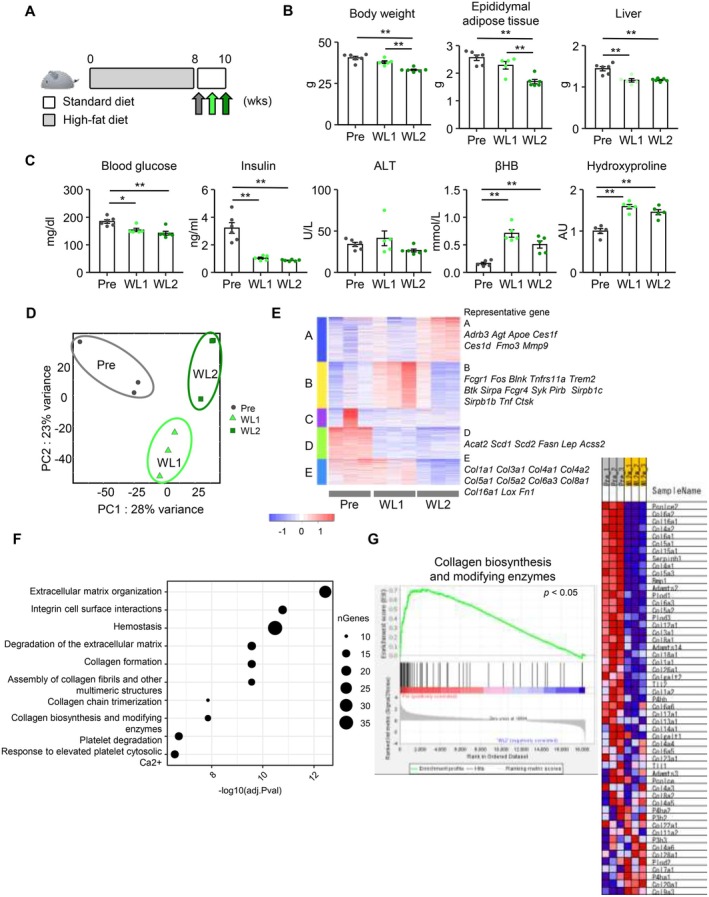
Gene expression profiles in adipose tissue during weight loss. (A) Schematic diagram of the experimental protocol. *n* = 5–6. (B) Body and tissue weights. “Pre” represents the mice fed HFD for 8 weeks. Weight loss 1 (“WL1”) and “WL2” represent the mice fed SD for 1 and 2 weeks after 8 weeks of HFD feeding, respectively. (C) Blood glucose levels and serum parameters, including β‐hydroxybutyrate (βHB) and hydroxyproline. (D–G) RNA‐sequencing analysis of epididymal adipose tissue during weight loss. *n* = 3 per group. (D) Principal component (PC) analysis and (E) K‐means clustering analyses (*k* = 5). (F) Gene enrichment analysis of cluster E. (G) Gene set enrichment analysis results of collagen biosynthesis and modifying enzymes. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Tukey–Kramer test.

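Enrichment was computed for the k-means group that held most of the collagen set, because no group was matched to cluster E. That group held 3 of the 5 set members among the clustered genes and was the one matched to cluster D. The choice to use it was made after the clusters were seen. Of its genes, 200 were in at least 1 Reactome set, against 5241 genes in the background. By a one-sided Fisher's exact test with Benjamini-Hochberg adjustment, 28 sets passed. The first was Xenobiotics (15 of 20 genes, adjusted p = 3.68e-15, Fisher's exact test). It was followed by cytochrome P450 arranged by substrate type (18 of 50, adjusted p = 3.78e-11, Fisher's exact test), and heme scavenging from plasma (7 of 16, adjusted p = 0.000135, Fisher's exact test) and fibrin clot formation (7 of 17, adjusted p = 0.000187, Fisher's exact test) were also among them. Extracellular matrix organization had 15 of its 208 genes in the group (adjusted p = 0.244, Fisher's exact test). Its adjusted p lay past the threshold in the clustering after a variance stabilizing transformation (−log10 of the adjusted p 7.60), in that of 4000 genes (2.85) and without WL1 replicate 1 (1.50). The number of sets was 2 without Pre replicate 2, 4 and 10 without WL1 replicates 2 and 3, and 1 and 3 without WL2 replicates 2 and 3. With k = 6, a group of 117 genes that holds *Alb* separated, of which 104 had been in the group of the enrichment, and without these genes 0 of the 28 sets passed Fisher's exact test. Its mean log2 CPM was -0.25 in Pre replicate 2, 0.15 in Pre replicate 3 and 0.95 in WL1 replicate 1, and between -1.81 and -1.43 in the other libraries. *Alb*, which encodes the liver protein albumin, had 7.14, 33.6 and 62.9 CPM at Pre, 47.7, 1.61 and 5.06 at WL1 and 3.07, 4.25 and 5.44 at WL2.

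**Figure D3:**
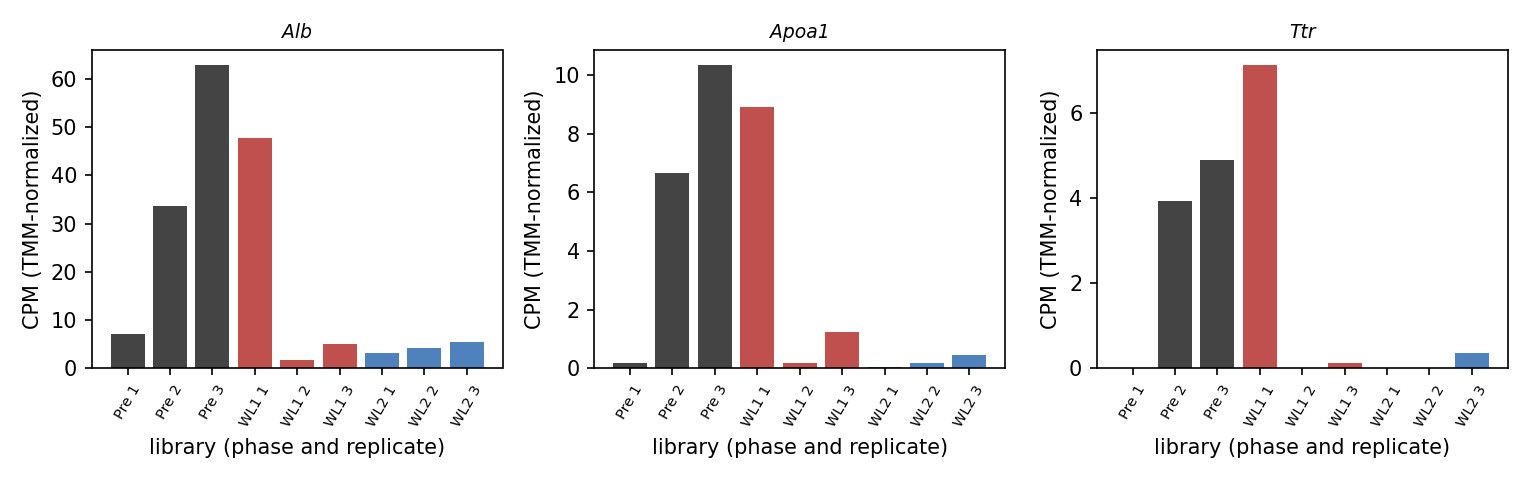
TMM-normalized CPM of *Alb*, *Apoa1* and *Ttr* in each library, as bars from 0. *Apoa1* reaches 6.67 and 10.3 in Pre replicates 2 and 3 and 8.90 in WL1 replicate 1, and lies between 0.0548 and 1.24 in the other libraries; *Ttr* reaches 3.91, 4.89 and 7.11 in the same 3 libraries.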

### 3.5 Adipose Tissue Fibrosis Is Partially Reversed During Weight Loss

To assess tissue remodeling during weight loss in the WC1 protocol, we validated RNA‐seq data using quantitative PCR. We confirmed that the expression of inflammation‐ and fibrosis‐related genes was generally downregulated, whereas the expression of matrix metalloproteases, such as *matrix metalloprotease (Mmp)9*, *Mmp11*, and *Mmp14*, which are associated with fibrolysis, was upregulated (Figure 5A). Since various cell types are present in adipose tissue, we isolated fibroblasts from epididymal adipose tissue before and after weight loss, and found that collagen gene expression was significantly decreased during weight loss (Figure 5B). Histologically, adipocyte hypertrophy, interstitial fibrosis, and the positive area of α‐smooth muscle actin (αSMA), a marker for active fibroblasts, were partly reversed during weight loss (Figure 5C–E). Western blot analysis confirmed reduced collagen deposition after weight loss (Figure 5F). These observations suggest dynamic reverse tissue remodeling in adipose tissue during weight loss.

**FIGURE 5:**
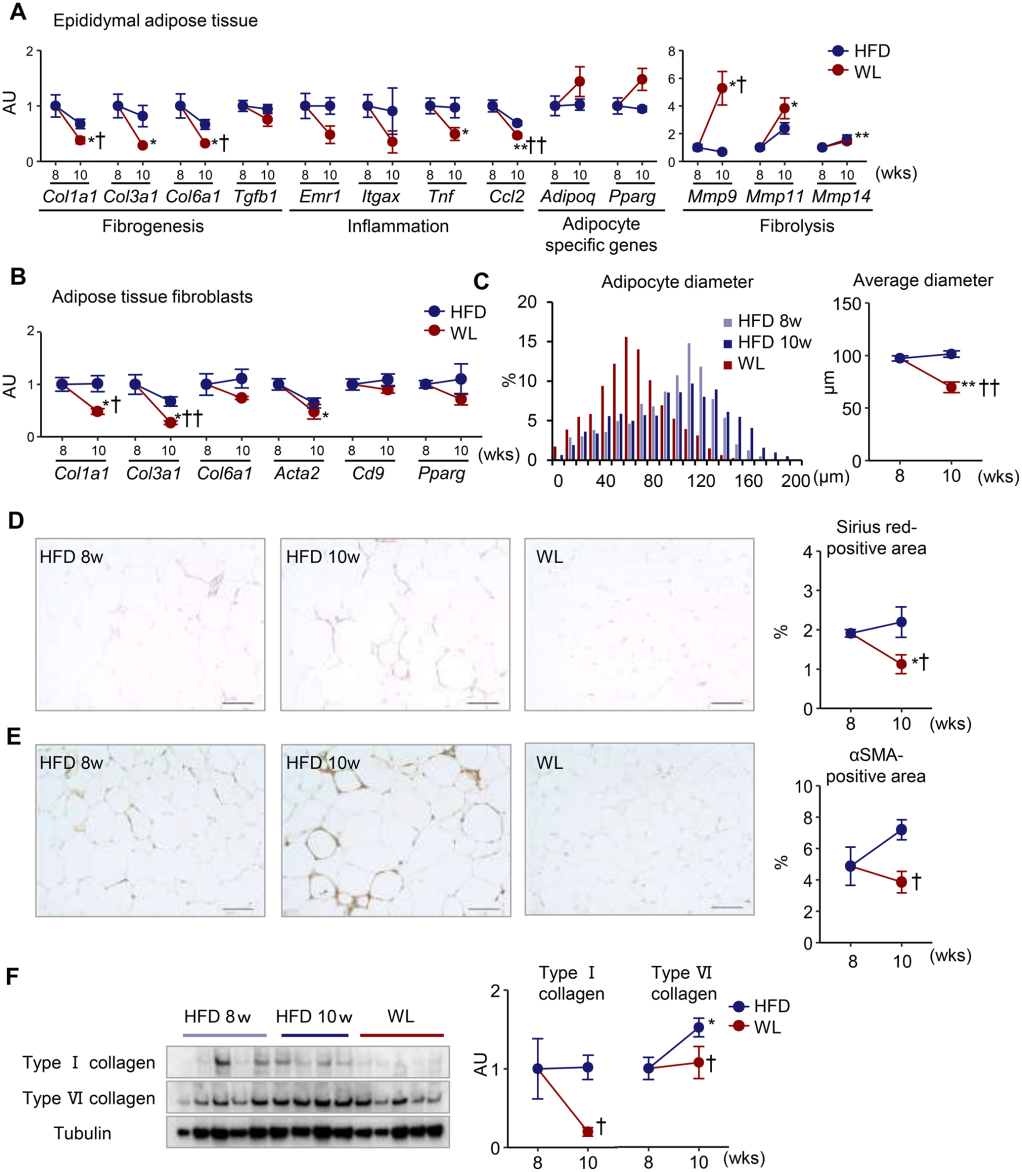
Adipose tissue fibrosis is partially reversed during weight loss. Mice were fed HFD for 8 weeks (HFD 8 w), then fed HFD or SD for an additional 2 weeks (HFD 10 w and weight loss [WL], respectively). (A) mRNA expression levels in epididymal adipose tissue. (B) mRNA expression levels in fibroblasts isolated from epididymal adipose tissue. (C) Histogram of adipocyte diameters in epididymal adipose tissue. (D, E) Representative images of Sirius red staining (D) and α‐smooth muscle actin (αSMA) immunostaining (E) in epididymal adipose tissue and their quantification. (F) Western blot analysis of type I and VI collagen in epididymal adipose tissue. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 versus HFD 8 w; ^†^ *p* < 0.05 and ^††^ *p* < 0.01 versus HFD 10 w by Student's *t* test. *n* = 4–6. Scale bars, 100 μm.

### 3.6 Treatment With βΗΒ Suppresses Obesity‐Induced Adipose Tissue Fibrosis

Considering the sustained elevation of serum βΗΒ concentration in WC1 mice during the weight loss period, but not in WC3 mice (Figure 4C, Figure S4F), we assessed the effect of βΗΒ administration on obesity‐induced adipose tissue fibrosis in mice. First, SD‐fed mice were treated with 20% BD in the drinking water, which is converted to βΗΒ by the liver [36, 37]. The blood βΗΒ levels were almost comparable to those observed during weight loss in the WC1 protocol (Figures 4C and 6A). Then, mice were treated with BD during the last 2 weeks of a 10‐week HFD feeding (Figure 6B). The treatment did not result in significant changes in body, adipose tissue, and liver weights, or serum parameters at the end of the experimental period (Figure 6C,D). Although the treatment exhibited only marginal effects on gene expression related to inflammation and fibrosis in epididymal adipose tissue and liver (Figure 6E,F), interstitial fibrosis as well as the αSMA‐positive area was reduced by the treatment (Figure 6G,H), whereas the proportion of macrophages in the SVF remained unchanged, suggesting that BD treatment showed minimal effect on macrophage infiltration (Figure 6I). Focusing on adipose tissue fibroblasts, we found that collagen gene expression was decreased in isolated fibroblasts from BD‐treated epididymal adipose tissue (Figure 6J). Moreover, βΗΒ treatment effectively suppressed the TGFβ‐stimulated increase in *Col1a1* expression in adipose tissue fibroblasts in vitro (Figure 6K), suggesting a direct effect of βΗΒ on adipose tissue fibroblasts. These results suggest that ketone bodies act on adipose tissue fibroblasts to suppress collagen production, thereby contributing, at least partly, to the amelioration of adipose tissue fibrosis during weight loss.

**FIGURE 6:**
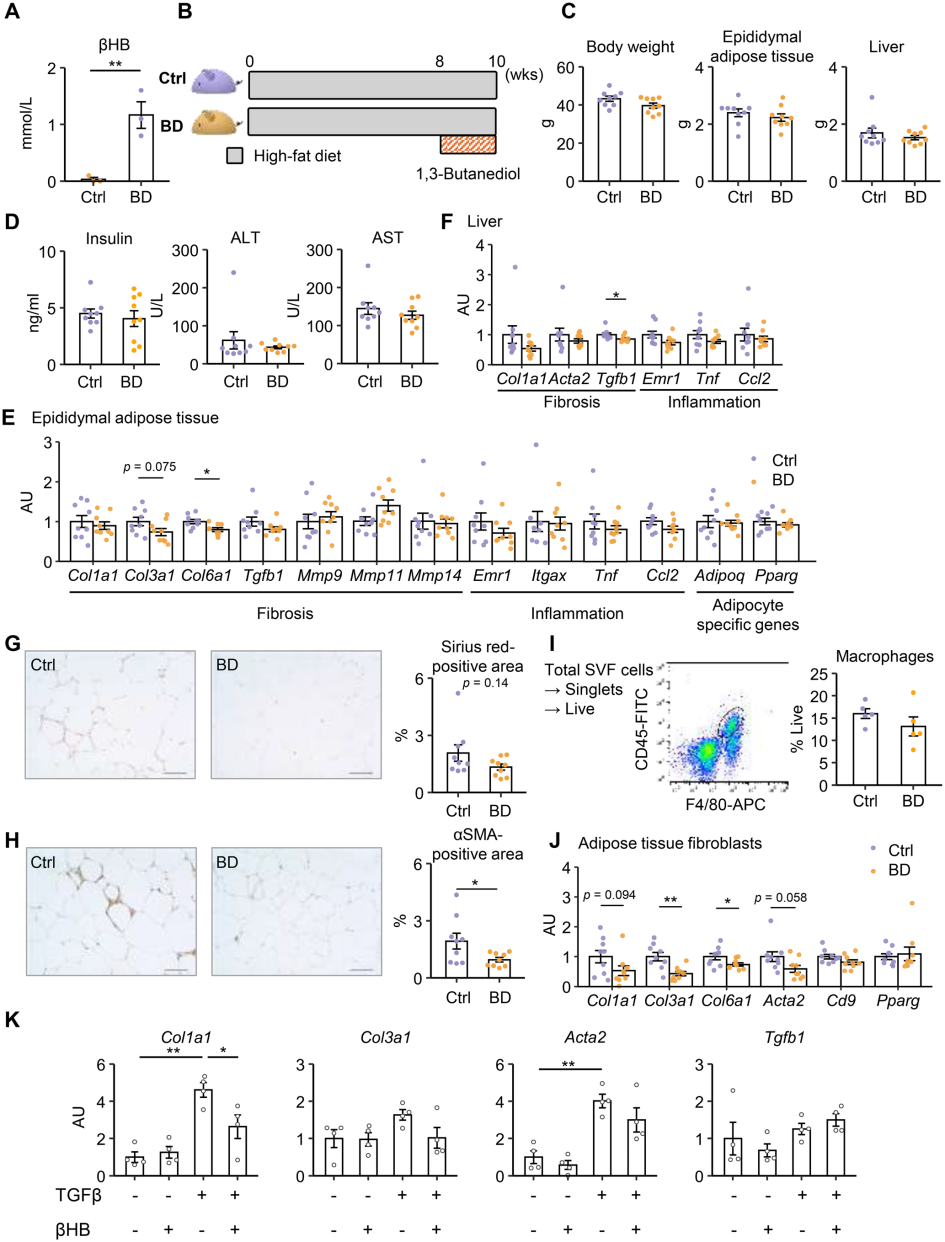
Treatment with β‐hydroxybutyrate suppresses obesity‐induced adipose tissue fibrosis. (A) Blood βHB concentrations in standard diet‐fed mice treated with 20% 1,3‐butanediol (BD) or vehicle (Ctrl). *n* = 3 per group. (B) Schematic diagram of the experimental protocol. During the last 2 weeks of a 10‐week HFD, mice were treated with BD or vehicle (Ctrl). *n* = 9 per group. (C) Body and tissue weights. (D) Serum parameters. (E) mRNA expression levels in epididymal adipose tissue. (F) mRNA expression levels in liver. (G, H) Representative images of Sirius red staining (G) and αSMA immunostaining (H) in epididymal adipose tissue and their quantification. (I) FACS gating for identification of CD45(+), F4/80 (+) (macrophages) cells in the SVF of epididymal adipose tissue (*lt*.). Proportion of macrophages in the SVF (*rt*.). *n* = 5 per group. (J) mRNA expression levels in fibroblasts isolated from epididymal adipose tissue. *n* = 9 per group. (K) Effect of βHB (5 mM) on mRNA expression levels in adipose tissue fibroblasts stimulated with TGFβ. *n* = 4. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's *t* test (A, C–J) or analysis of variance with Tukey–Kramer test (*K*). Scale bars, 100 μm.

### 3.7 Transient BD Administration During HFD Feeding Is Sufficient to Induce Healthy Adipose Tissue Expansion

Our results led us to hypothesize that transient BD administration during HFD loading is sufficient to induce healthy adipose tissue expansion. To validate this hypothesis, mice were treated with BD for 2 weeks during a continuous 14‐week HFD feeding (Figure 7A). At the end of the experimental period, BD‐treated mice showed a modest decrease in body weight compared to control mice (Figure 7B). The weight of epididymal adipose tissue was significantly increased, while the liver weight was decreased in BD‐treated mice (Figure 7B). Serum parameters revealed metabolically favorable phenotypes in BD‐treated mice (Figure 7C). In epididymal adipose tissue of BD‐treated mice, the expression of *Lep* and *Adrb3* was significantly increased, while *Tgfb1* expression was reduced (Figure S5A). Histological examinations of epididymal adipose tissue revealed adipocyte hypertrophy, reduced CLS formation, and suppression of interstitial fibrosis in BD‐treated mice compared to control mice (Figure 7D–F). Moreover, hepatic expression of *Acc1* and hepatic steatosis were significantly reduced in BD‐treated mice (Figure 7G,H, Figure S5B). These phenotypes are roughly comparable to WC mice (Figures 1 and 2). Collectively, these findings indicate that BD‐induced transient hyperketonemia, when properly timed, effectively promotes healthy adipose tissue expansion with reduced ectopic lipid accumulation in diet‐induced obese mice, as observed with transient weight loss in the WC1 protocol.

**FIGURE 7:**
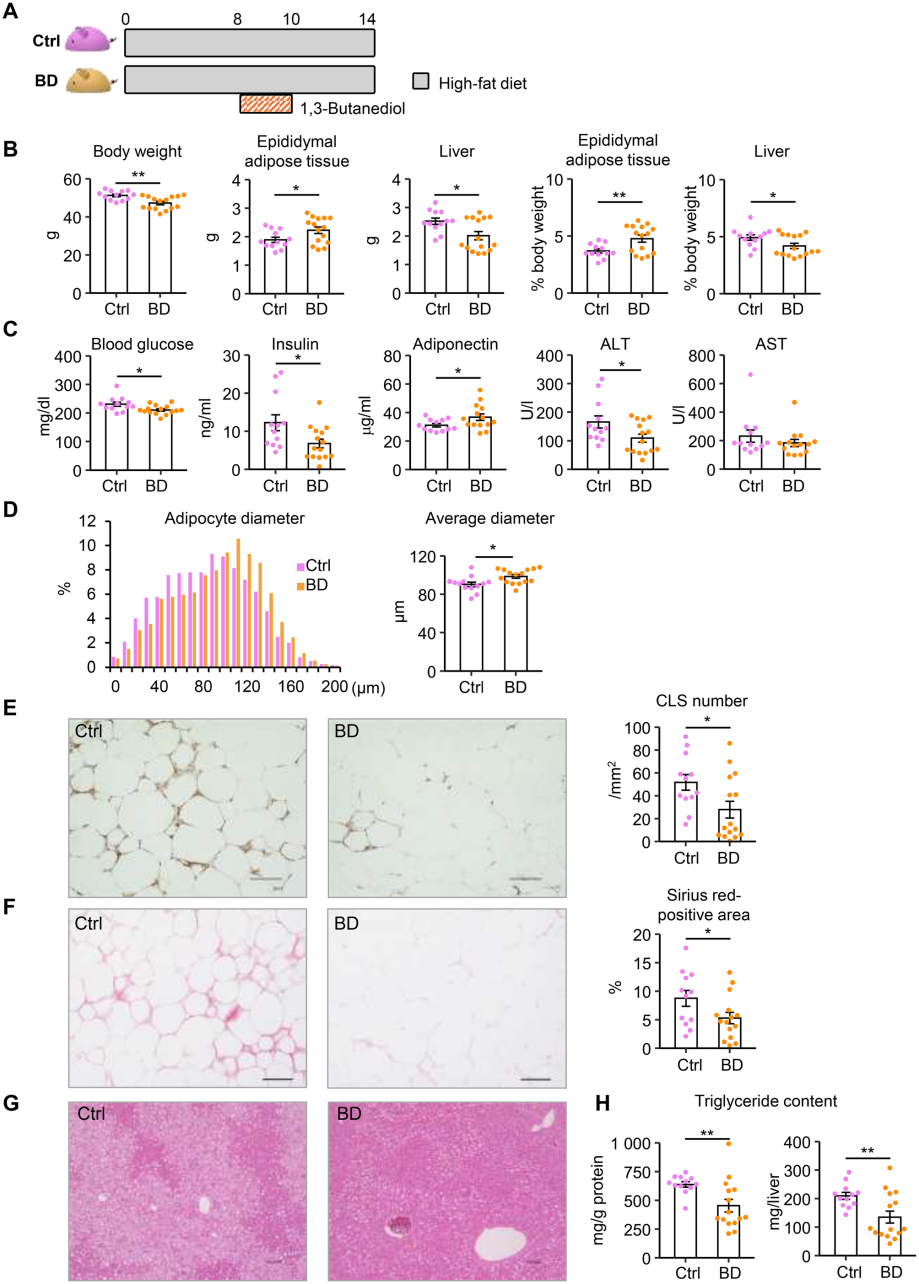
Transient BD administration during HFD feeding is sufficient to induce healthy adipose tissue expansion. (A) Schematic diagram of the experimental protocol. Mice received a transient treatment of 1,3‐butanediol (BD) for 2 weeks during a continuous 14‐week HFD feeding. *n* = 12–15. (B) Body and tissue weights, and the percentages of tissue weights relative to body weight. Ctrl, control (C) Serum parameters. (D) Histogram of adipocyte diameters in the epididymal adipose tissue. (E) Representative images of F4/80 immunostaining and the number of crown‐like structures (CLSs) in epididymal adipose tissue. (F) Representative images of Sirius red staining and quantification of the Sirius red–positive area in epididymal adipose tissue. (G) Representative images of hematoxylin and eosin staining in the liver. (H) Hepatic triglyceride content. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's *t* test. Scale bars, 100 μm.

## 4 Discussion

Patients with obesity often struggle to maintain dietary therapy, the cornerstone of obesity treatment, over a long period of time. In particular, it remains unclear how weight regain during obesity treatment affects systemic metabolic conditions, a phenomenon that often causes psychological stress and anxiety in patients. This study demonstrates that transient dietary intervention can induce healthy adipose tissue expansion leading to MHO, likely through the suppression of adipose tissue remodeling. Although the assessment of MHO in mouse models remains inconsistent, healthy adipose tissue expansion, reduced ectopic fat accumulation, and improved insulin resistance observed in this study are consistent with previously reported characteristics of the MHO phenotype [38]. Unlike other studies focusing on immune cells such as macrophages, this study is unique in highlighting the role of adipose tissue fibroblasts during weight loss. Although organ fibrosis has long been considered an irreversible endpoint of chronic inflammation, recent evidence reveals that it may be partially reversible, depending on the specific disease and affected organ [39, 40]. Our findings from mouse models cannot be directly translated to clinical practice in humans in their current protocol. In this regard, serum biomarkers and/or biological imaging reflecting adipose tissue fibrosis would pave the way for determining the optimal timing of weight loss intervention and treatment duration. Nevertheless, this study is timely since the development of various anti‐obesity interventions, such as glucagon‐like peptide 1 (GLP‐1) receptor agonists and related compounds, has allowed patients with obesity to reduce their body weight by over 10% [41]. Given that weight regain often occurs when such treatments are discontinued, it is crucial to elucidate the effects of WC on adipose tissue remodeling and systemic metabolic conditions, considering the types and durations of interventions.

Similar to other chronic inflammatory diseases, adipose tissue in obesity eventually develops fibrosis, leading to organ dysfunction. Over the past decade, substantial knowledge about adipose tissue fibroblasts has accumulated. For instance, PDGFRα‐positive adipocyte progenitor cells become CD9‐high and acquire profibrotic properties during the development of obesity [6]. Intermittent fasting potently suppresses cellular senescence in adipocyte progenitor cells of aging mice and restores their ability to differentiate into adipocytes [42]. Moreover, deficiency of type VI collagen in mice promotes healthy adipose tissue expansion and MHO [28]. These reports indicate the critical role of adipose tissue fibrosis in obesity‐induced metabolic derangements. However, the reversibility of adipose tissue fibrosis still remains unclear. For instance, in patients with obesity who have successfully lost weight through bariatric surgery, type I collagen synthesis in adipose tissue decreases immediately after surgery, but its degradation only increases after 1 year [43]. This suggests that reverse remodeling may be limited in patients with morbid obesity accompanied by advanced adipose tissue fibrosis. Indeed, in this study using mouse models, the intervention protocol that was initiated after adipose tissue fibrosis had progressed did not lead to significant improvement in metabolic conditions. Therefore, it is important to understand in detail how each nutritional intervention affects adipose tissue fibrosis during weight loss. There must be complex mechanisms by which transient weight loss induces healthy adipose tissue expansion, such as hypothalamic neuronal signaling, sympathetic nerve activity, and transcriptional regulation in adipocytes.

Another key finding of this study is that transient hyperketonemia can promote healthy adipose tissue expansion. Although it is known that ketone bodies administration and ketogenic diets potently induce weight loss and suppress chronic inflammation in adipose tissue, we demonstrate for the first time that transient treatment with βΗΒ, a ketone body precursor, has long‐lasting effects on adipose tissue remodeling. As the underlying mechanism, we found that ketone bodies act directly on adipose tissue fibroblasts to suppress myofibroblast transdifferentiation and collagen production. The effect of such ketone bodies may lead to reduced adipose tissue fibrosis with adipocyte hypertrophy. In this regard, Lecoutre et al. reported similar findings, highlighting the potential mechanism by which ketone bodies suppress TGFβ signaling in adipocyte progenitor cells [44]. In addition, various types of cells within adipose tissue may also be targets of ketone bodies' action. For instance, ketone bodies enhance PPARγ signaling, promote lipid synthesis, and reduce reactive oxygen species in adipocytes [45]. Ketone bodies also act on immune cells to suppress inflammation [46, 47]. In this study, BD administration did not affect macrophage infiltration or inflammatory response. Such inconsistency may be attributed to in vitro versus in vivo experimental conditions or dosages used. From the perspective of long‐lasting effects, ketone bodies–mediated epigenetic mechanisms during weight loss should be further explored [48]. Since hyperketonemia can be induced by intermittent fasting, ketogenic diets, and various medications such as sodium glucose co‐transporter 2 inhibitors [27, 49, 50, 51], it would be of value to investigate how ketone bodies regulate different cell types within adipose tissue during the development of obesity. Notably, obese individuals have reduced sensitivity to the insulin‐mediated suppression of ketogenesis, resulting in lower serum ketone body concentrations under fasted conditions [52, 53]. Therefore, exogenous administration of BD may represent a potential therapeutic strategy for obesity.

Several limitations of this study should be noted. This study focused primarily on adipose tissue and did not include a detailed evaluation of other organs, particularly skeletal muscle, where BCAA are predominantly metabolized. We did not assess the long‐term effects of WC or the effect of multiple WC interventions. In addition, it is important to conduct these experiments using female mice, given the significant clinical interest in women's weight fluctuations, particularly in relation to pregnancy and childbirth.

In conclusion, this study provides evidence that an appropriate dietary intervention can promote healthy adipose tissue expansion in mice, even after weight regain, thereby leading to MHO (Figure S6). In contrast, inappropriate protocols, such as those of short duration and late initiation, fail to induce healthy adipose tissue expansion. Regarding the underlying mechanism, our data have revealed the key role of ketone bodies, which increase in serum concentrations during weight loss. Adipose tissue fibroblasts are targets of ketone bodies, leading to the suppression of obesity‐induced adipose tissue remodeling. Beyond genetic engineering and compound administration, this study paves the way for nutritional approaches to induce MHO.

## Author Contributions

**Eri Wada:** writing – original draft, investigation, methodology, funding acquisition. **Hirotaka Hosono:** writing – original draft, investigation, methodology. **Miyako Tanaka:** writing – review and editing, formal analysis, project administration, funding acquisition. **Fumi Miyakawa**, **Hiro Kohda**, **Shogo Tanno**, **Reon Shimano:** investigation. **Kozue Ochi:** investigation, validation. **Ayaka Ito:** writing – review and editing. **Yasuyuki Kitaura**, **Kazuya Ichihara**, **Akinobu Matsumoto**, **Tomoo Ogi:** resource, methodology. **Noriko Satoh‐Asahara**, **Toyoaki Murohara:** supervision. **Takayoshi Suganami:** supervision, writing – review and editing, conceptualization, funding acquisition.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Figure S1.

Table S1.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supporting information files.

# Supplementary material for: Transient Dietary Intervention Induces Healthy Adipose Tissue Expansion and Metabolically Healthy Obesity in Mice
**Source:** FASEB J. 2025 Jul 16;39(14):e70847. doi: 10.1096/fj.202501121R
**Supplement:** Supplementary file 1 — Figure S1.

## Slide 1
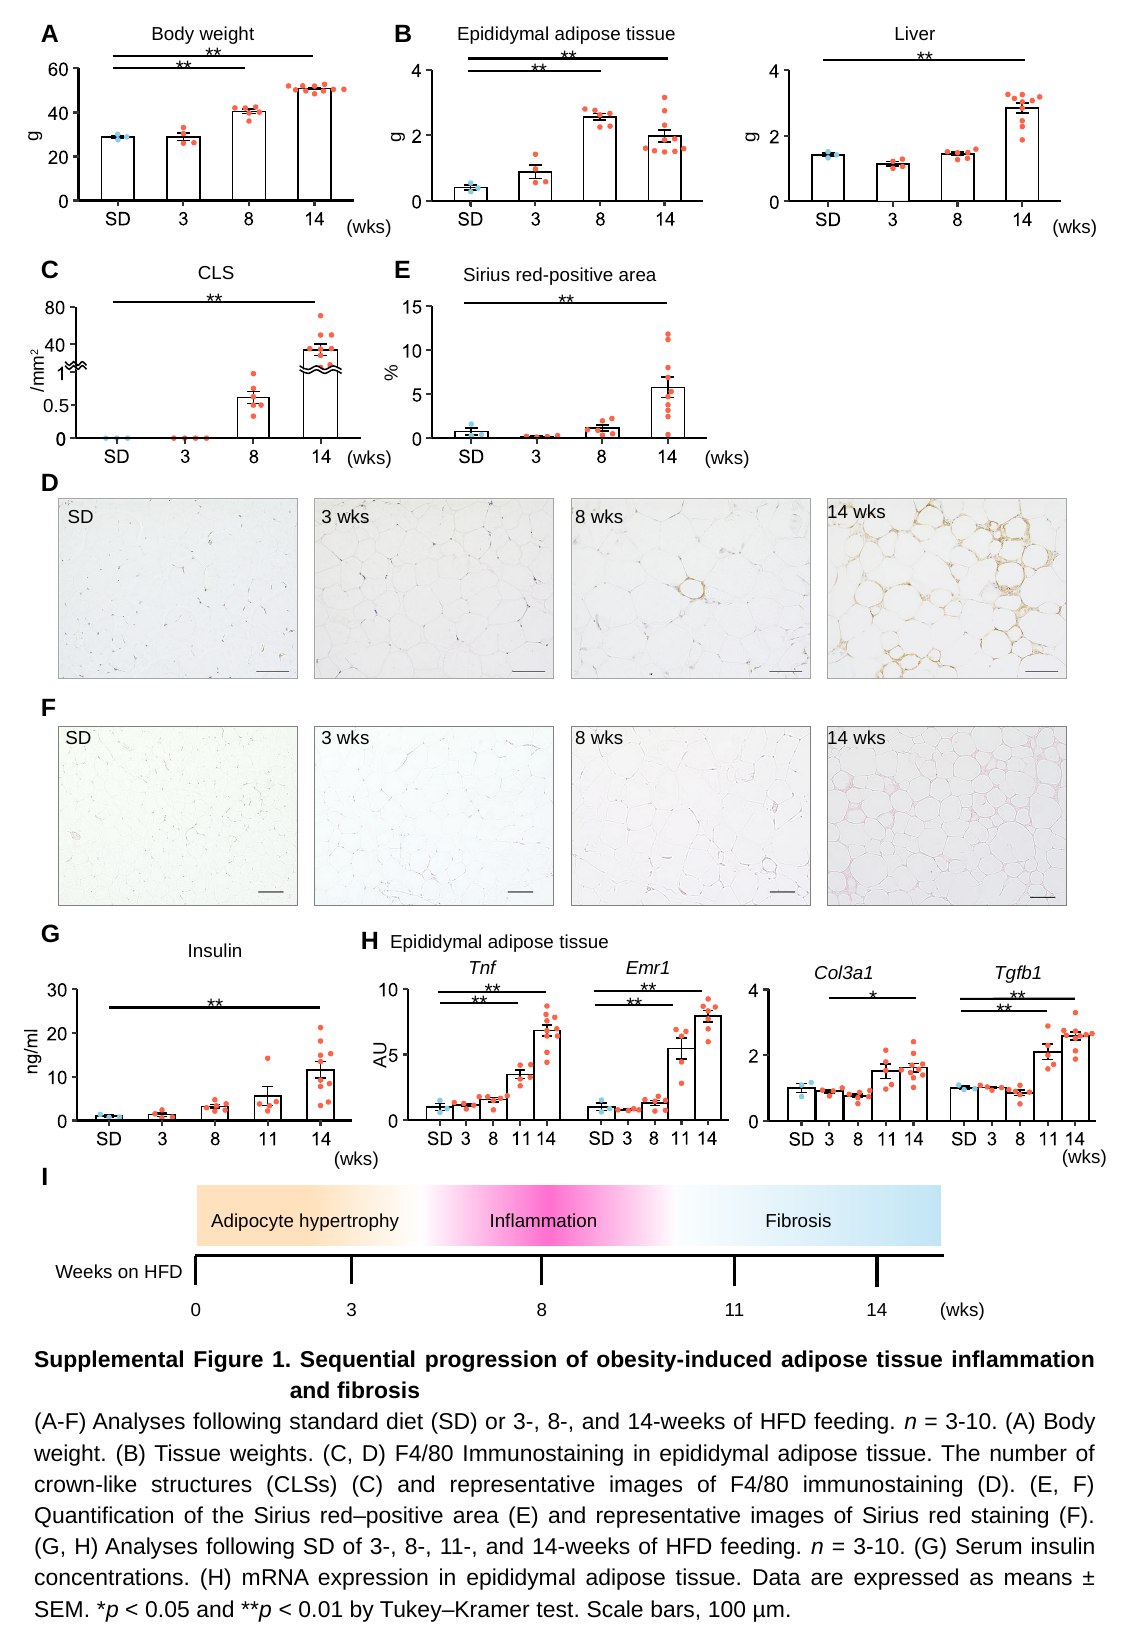

A
B
Epididymal adipose tissue
Liver
Body weight
g
**
**
**
**
**
g
g
(wks)
(wks)
C
E
CLS
Sirius red-positive area
%
**
**
0.5
/mm2
(wks)
(wks)
D
14 wks
SD
3 wks
8 wks
F
SD
3 wks
8 wks
14 wks
G
H
Epididymal adipose tissue
Insulin
Tnf
Emr1
Col3a1
Tgfb1
**
**
**
*
**
**
**
**
AU
(wks)
(wks)
I
Adipocyte hypertrophy
Inflammation
Fibrosis
Weeks on HFD
(wks)
14
0
3
8
11
Supplemental Figure 1. Sequential progression of obesity-induced adipose tissue inflammation and fibrosis
(A-F) Analyses following standard diet (SD) or 3-, 8-, and 14-weeks of HFD feeding. n = 3-10. (A) Body weight. (B) Tissue weights. (C, D) F4/80 Immunostaining in epididymal adipose tissue. The number of crown-like structures (CLSs) (C) and representative images of F4/80 immunostaining (D). (E, F) Quantification of the Sirius red–positive area (E) and representative images of Sirius red staining (F). (G, H) Analyses following SD of 3-, 8-, 11-, and 14-weeks of HFD feeding. n = 3-10. (G) Serum insulin concentrations. (H) mRNA expression in epididymal adipose tissue. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Tukey–Kramer test. Scale bars, 100 µm.

## Slide 2
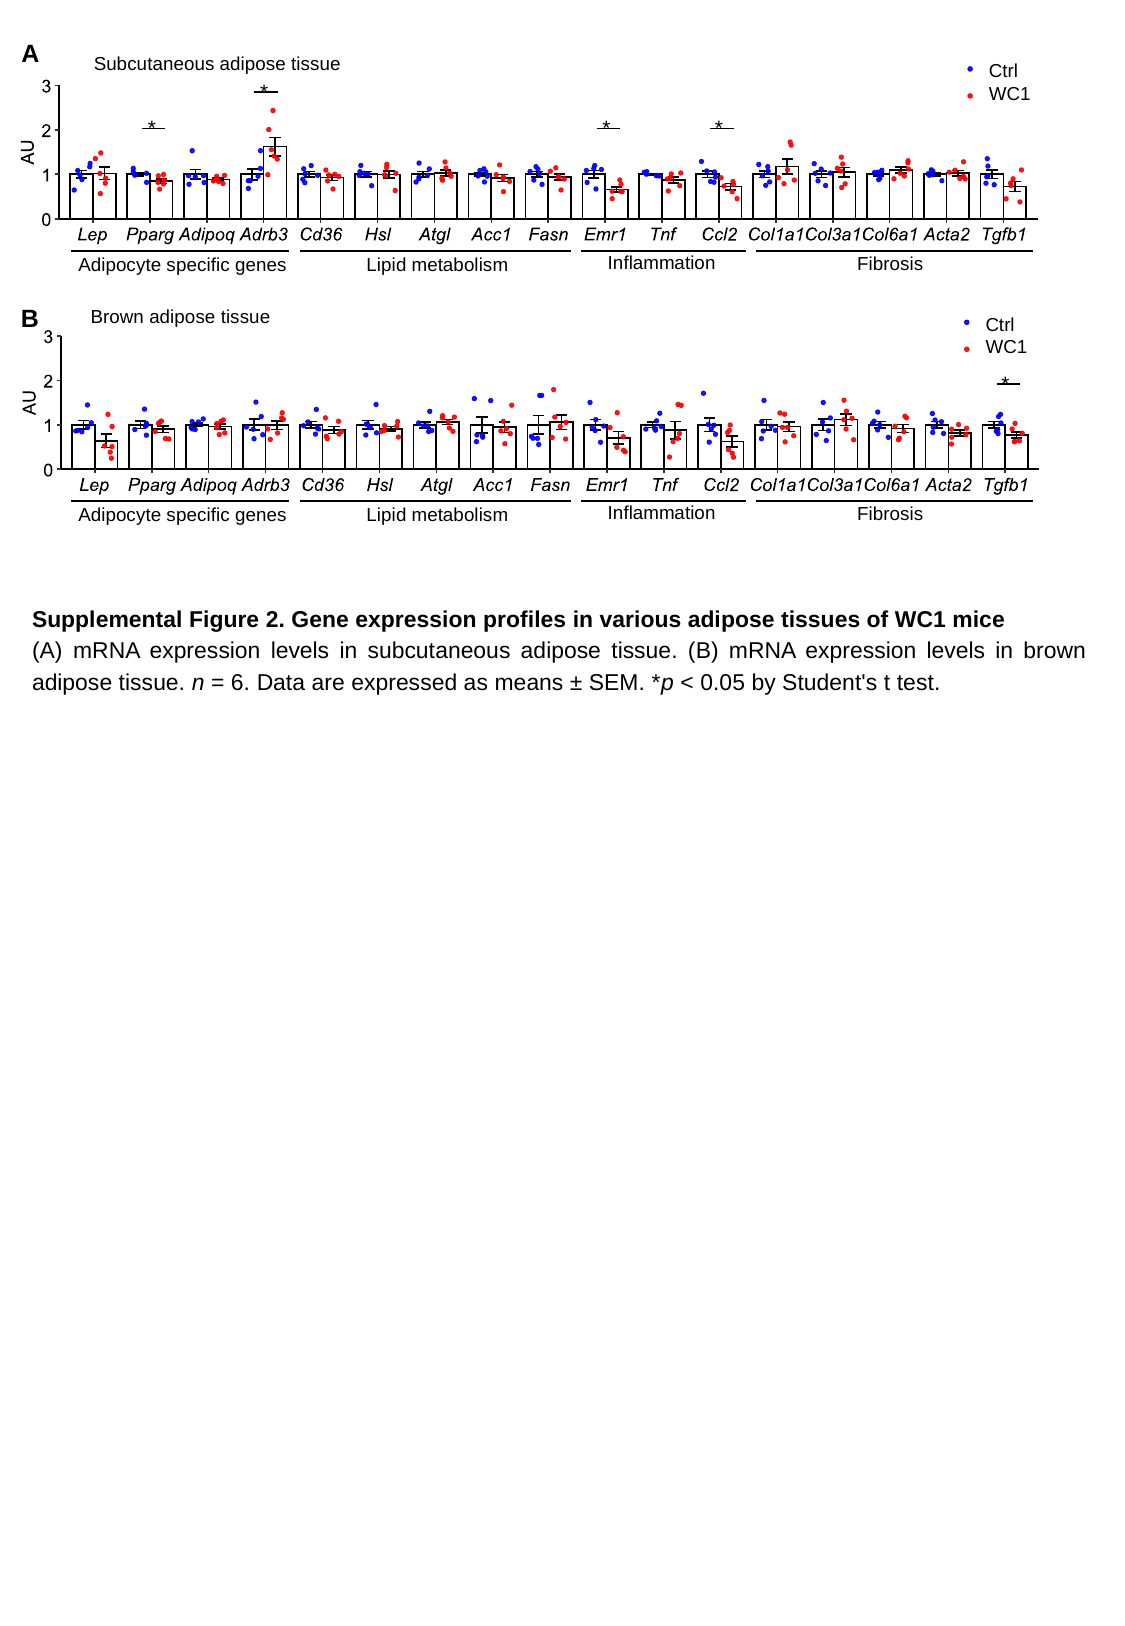

A
Subcutaneous adipose tissue
Ctrl
WC1
*
*
*
*
Inflammation
Fibrosis
Lipid metabolism
Adipocyte specific genes
B
Brown adipose tissue
Ctrl
WC1
*
Inflammation
Fibrosis
Lipid metabolism
Adipocyte specific genes
Supplemental Figure 2. Gene expression profiles in various adipose tissues of WC1 mice
(A) mRNA expression levels in subcutaneous adipose tissue. (B) mRNA expression levels in brown adipose tissue. n = 6. Data are expressed as means ± SEM. *p < 0.05 by Student's t test.

## Slide 3
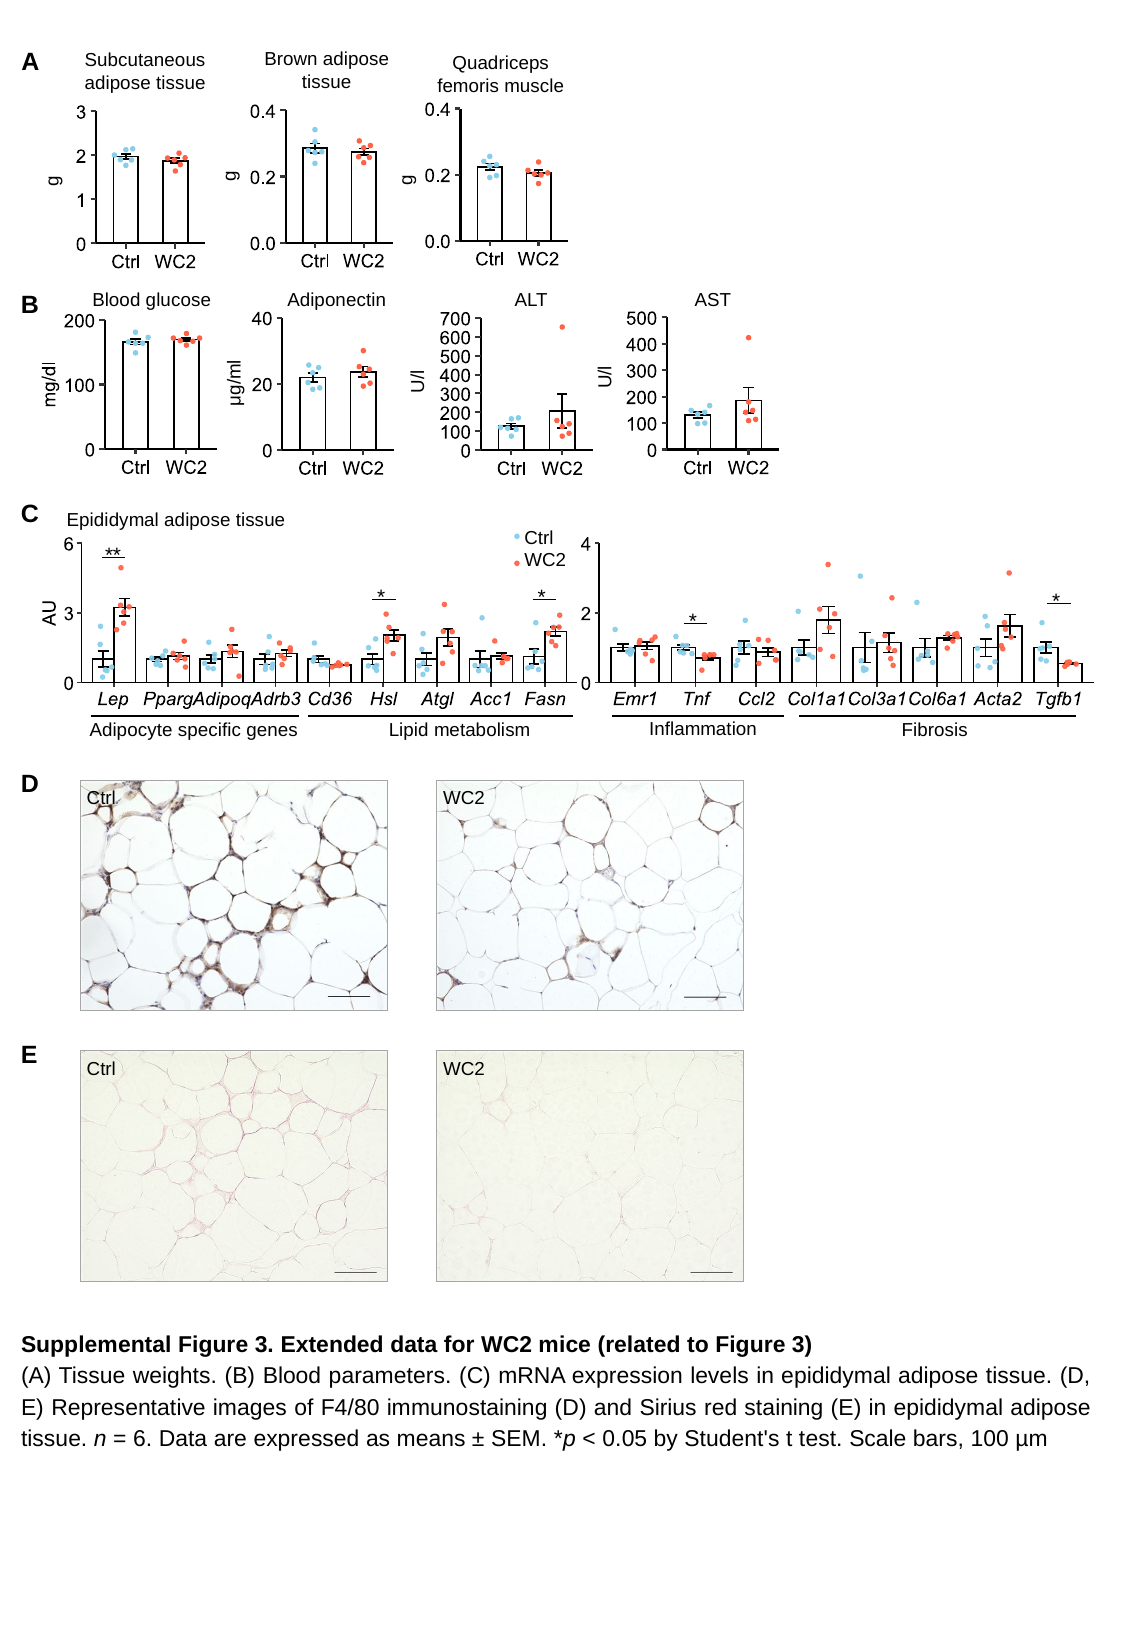

A
Brown adipose tissue
g
Subcutaneous
adipose tissue
g
Quadriceps femoris muscle
g
Blood glucose
Adiponectin
ALT
AST
B
U/l
μg/ml
U/l
C
Epididymal adipose tissue
Ctrl
WC2
**
*
*
*
*
Inflammation
Fibrosis
Lipid metabolism
Adipocyte specific genes
D
Ctrl
WC2
E
Ctrl
WC2
Supplemental Figure 3. Extended data for WC2 mice (related to Figure 3)
(A) Tissue weights. (B) Blood parameters. (C) mRNA expression levels in epididymal adipose tissue. (D, E) Representative images of F4/80 immunostaining (D) and Sirius red staining (E) in epididymal adipose tissue. n = 6. Data are expressed as means ± SEM. *p < 0.05 by Student's t test. Scale bars, 100 µm

## Slide 4
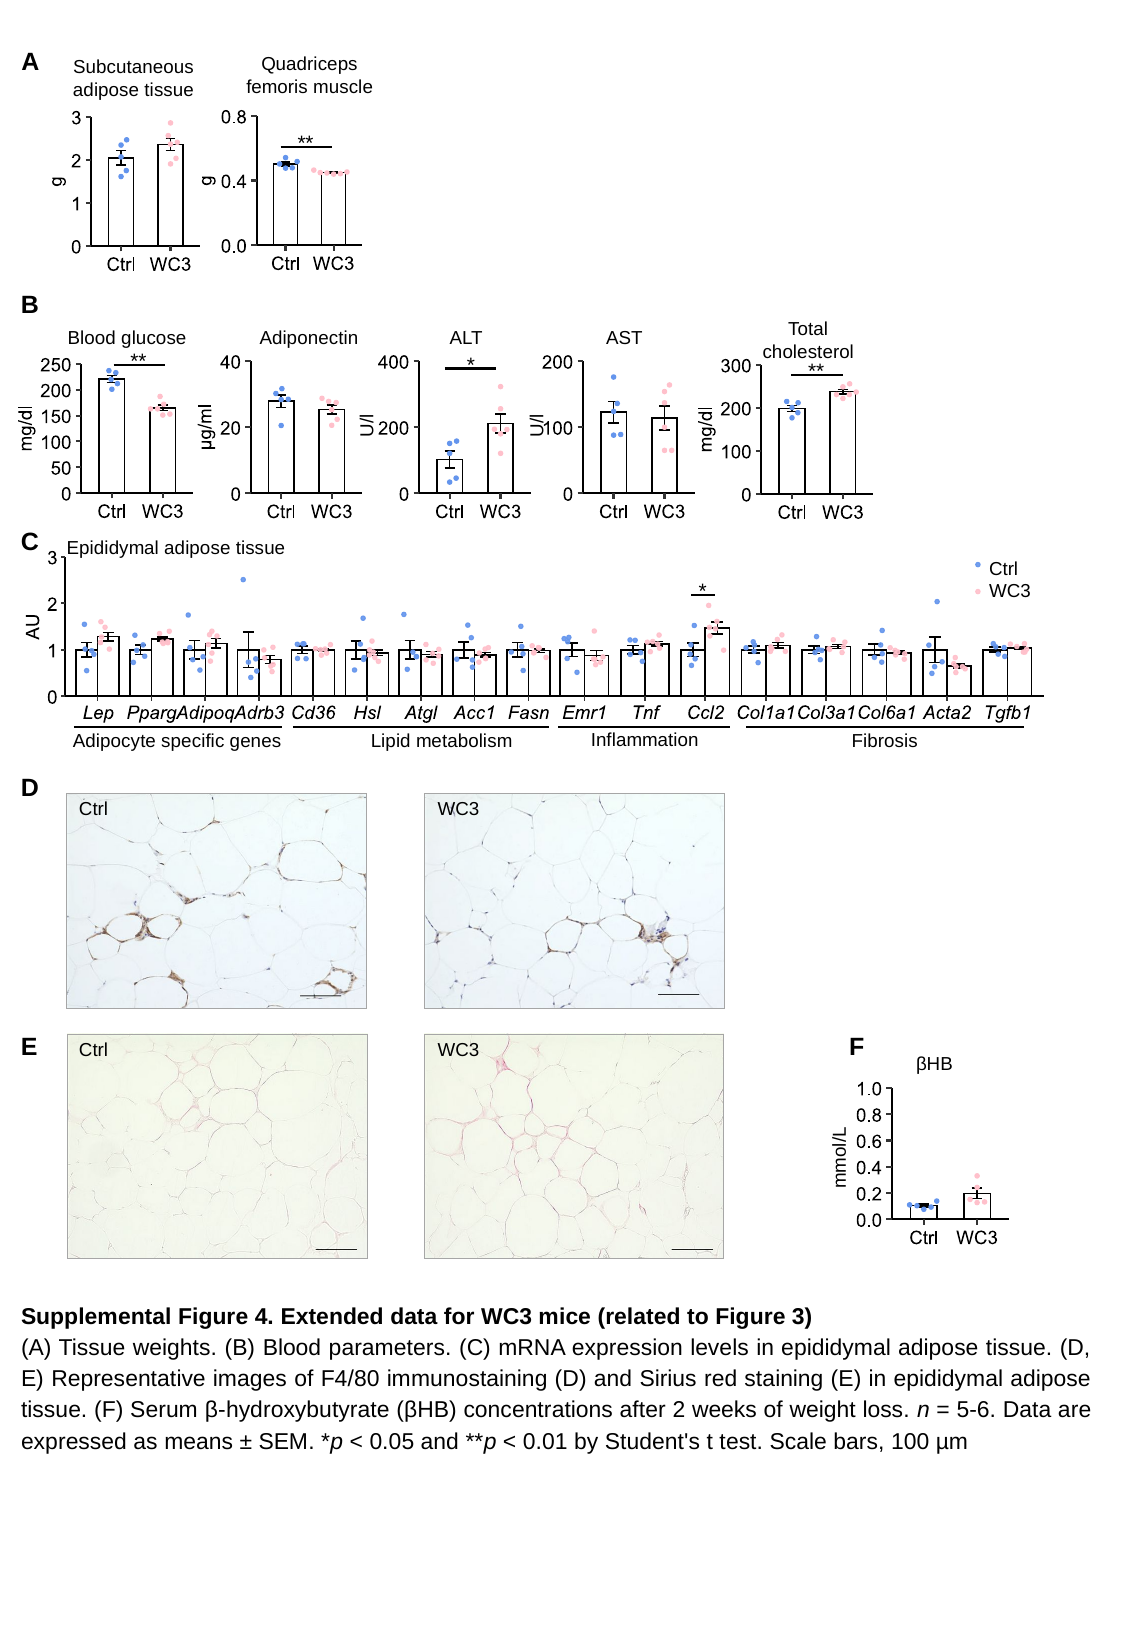

A
Quadriceps femoris muscle
Subcutaneous
adipose tissue
**
B
Total cholesterol
Blood glucose
Adiponectin
ALT
AST
**
*
**
U/l
U/l
C
Epididymal adipose tissue
Ctrl
WC3
*
Inflammation
Fibrosis
Lipid metabolism
Adipocyte specific genes
D
Ctrl
WC3
E
F
Ctrl
WC3
βHB
mmol/L
Supplemental Figure 4. Extended data for WC3 mice (related to Figure 3)
(A) Tissue weights. (B) Blood parameters. (C) mRNA expression levels in epididymal adipose tissue. (D, E) Representative images of F4/80 immunostaining (D) and Sirius red staining (E) in epididymal adipose tissue. (F) Serum β-hydroxybutyrate (βHB) concentrations after 2 weeks of weight loss. n = 5-6. Data are expressed as means ± SEM. *p < 0.05 and **p < 0.01 by Student's t test. Scale bars, 100 µm

## Slide 5
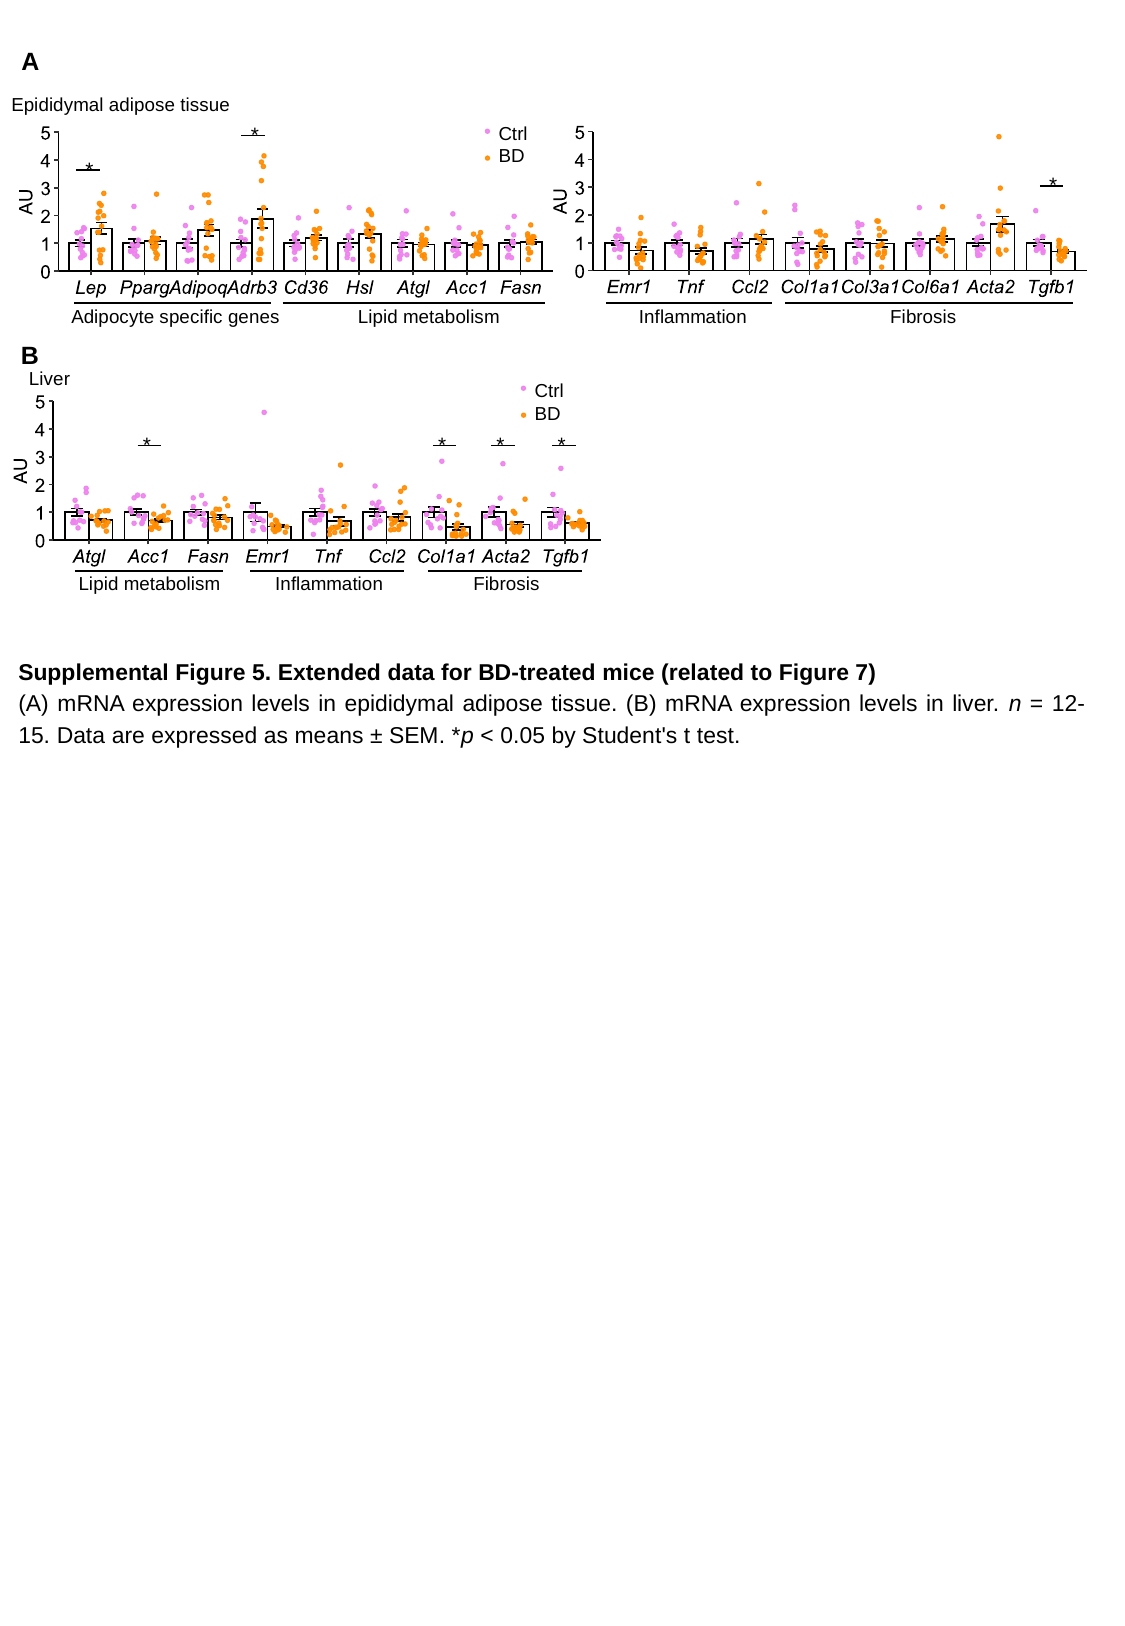

A
Epididymal adipose tissue
*
Ctrl
BD
*
*
Adipocyte specific genes
Lipid metabolism
Inflammation
Fibrosis
B
Liver
Ctrl
BD
*
*
*
*
Inflammation
Fibrosis
Lipid metabolism
Supplemental Figure 5. Extended data for BD-treated mice (related to Figure 7)
(A) mRNA expression levels in epididymal adipose tissue. (B) mRNA expression levels in liver. n = 12-15. Data are expressed as means ± SEM. *p < 0.05 by Student's t test.

## Slide 6
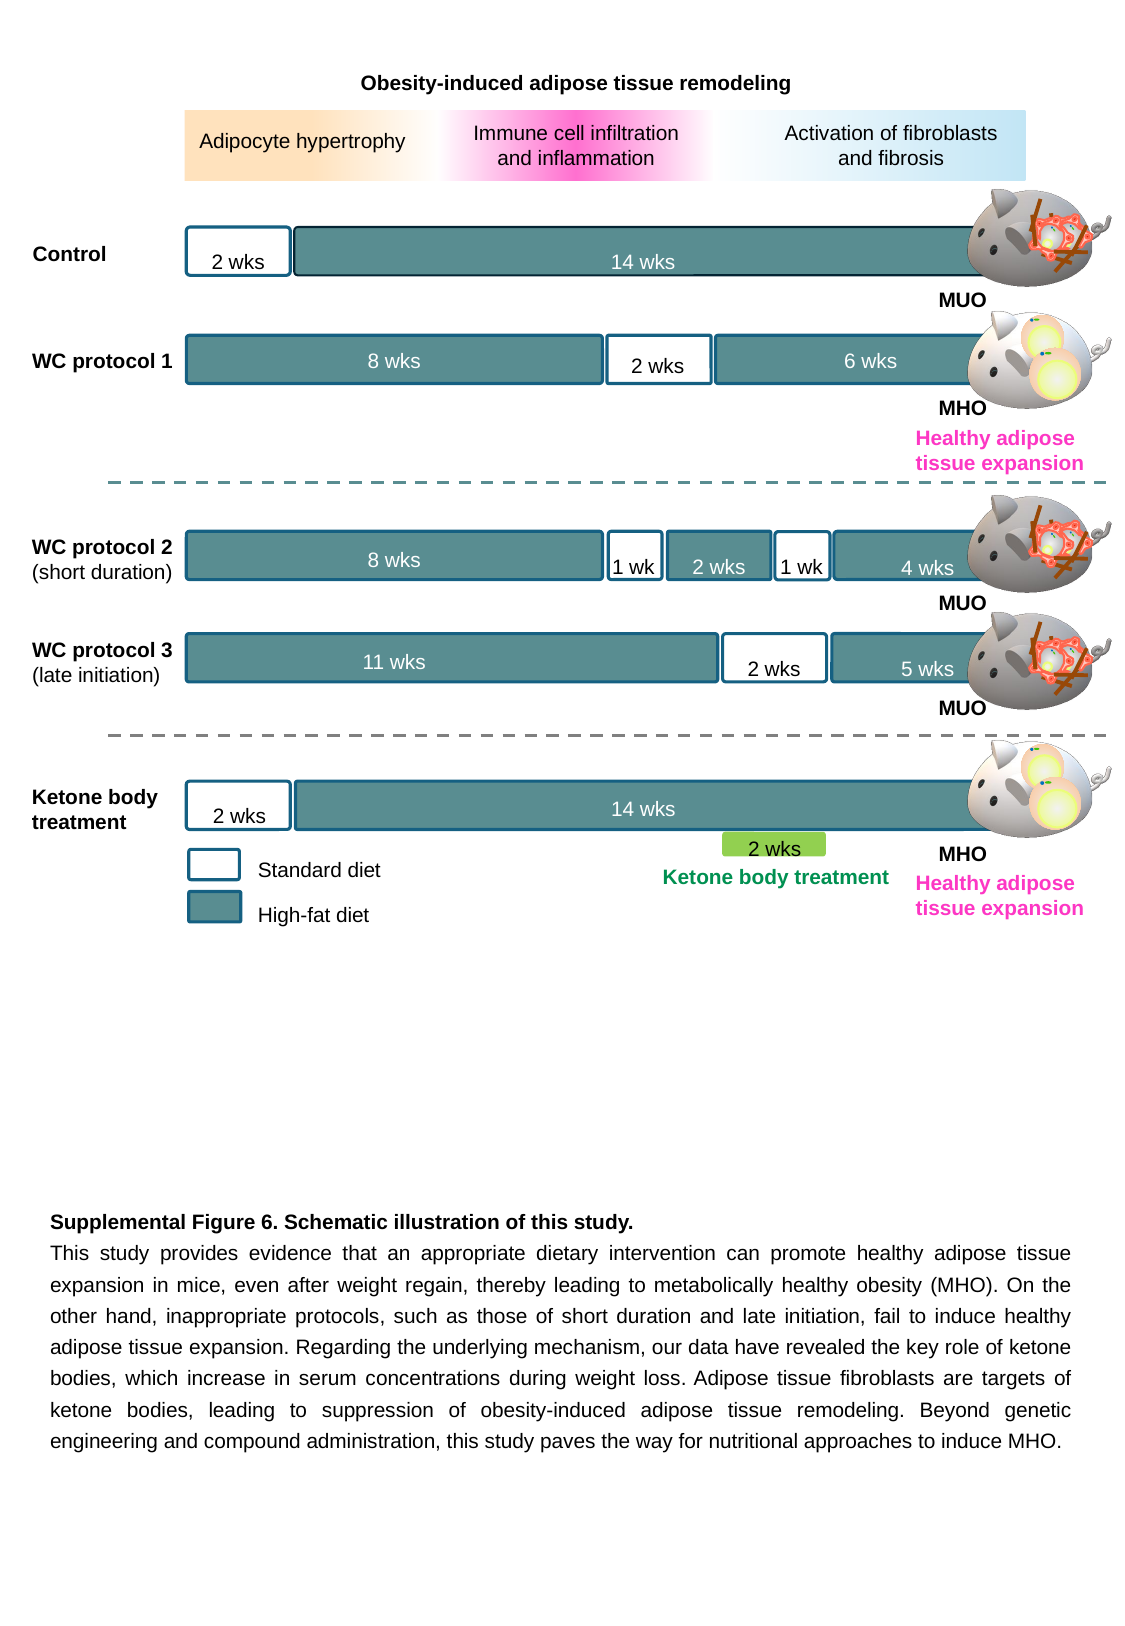

Obesity-induced adipose tissue remodeling
Immune cell infiltration
and inflammation
Activation of fibroblasts and fibrosis
Adipocyte hypertrophy
2 wks
14 wks
Control
MUO
2 wks
WC protocol 1
8 wks
6 wks
MHO
Healthy adipose
tissue expansion
WC protocol 2
(short duration)
1 wk
2 wks
1 wk
4 wks
8 wks
MUO
WC protocol 3
(late initiation)
2 wks
5 wks
11 wks
MUO
Ketone body treatment
2 wks
14 wks
2 wks
MHO
Standard diet
Ketone body treatment
Healthy adipose
tissue expansion
High-fat diet
Supplemental Figure 6. Schematic illustration of this study.
This study provides evidence that an appropriate dietary intervention can promote healthy adipose tissue expansion in mice, even after weight regain, thereby leading to metabolically healthy obesity (MHO). On the other hand, inappropriate protocols, such as those of short duration and late initiation, fail to induce healthy adipose tissue expansion. Regarding the underlying mechanism, our data have revealed the key role of ketone bodies, which increase in serum concentrations during weight loss. Adipose tissue fibroblasts are targets of ketone bodies, leading to suppression of obesity-induced adipose tissue remodeling. Beyond genetic engineering and compound administration, this study paves the way for nutritional approaches to induce MHO.

# Supplementary material for: Transient Dietary Intervention Induces Healthy Adipose Tissue Expansion and Metabolically Healthy Obesity in Mice
**Source:** FASEB J. 2025 Jul 16;39(14):e70847. doi: 10.1096/fj.202501121R
**Supplement:** Supplementary file 2 — Table S1.

**Supplemental Table 1. Antibodies used in this study**

| Primary antibodies                                 |                   | Source                    | Cat#    | Concentration |
|----------------------------------------------------|-------------------|---------------------------|---------|---------------|
| F4/80 antibody                                     | rat monoclonal    | Bio-Rad                   | MCA497  | 1:1000        |
| Alpha smooth muscle Actin ( $\alpha$ SMA) antibody | rabbit polyclonal | Abcam                     | ab5694  | 1:400         |
| Type I Collagen antibody                           | goat polyclonal   | Southern Biotech          | 1310-01 | 1:400         |
| Type VI Collagen antibody                          | rabbit polyclonal | Abcam                     | ab6588  | 1:400         |
| $\alpha$ -Tubulin antibody                         | mouse monoclonal  | Cell Signaling Technology | 3873    | 1:2000        |
| Secondary antibodies                               |                   | Source                    | Cat#    | Concentration |
| Histofine Simple Stain Mouse MAX-PO(Rat)           |                   | NICHIREI BIOSCIENCES      | 414311  |               |
| Histofine Simple Stain Mouse MAX-PO(G)             |                   | NICHIREI BIOSCIENCES      | 414351  |               |
| Histofine Simple Stain Mouse MAX-PO(R)             |                   | NICHIREI BIOSCIENCES      | 414341  |               |
| Anti-Rabbit IgG, HRP-Linked Antibody               |                   | Cell Signaling Technology | 7074    | 1:2000        |
| Anti-mouse IgG HRP-Linked Antibody                 |                   | Cell Signaling Technology | 7076    | 1:2000        |
| Anibodies used in flow cytometric analyses         |                   | Source                    | Cat#    | Concentration |
| PE anti-mouse CD140a Antibody                      |                   | BioLegend                 | 135906  | 1:100         |
| Biotin anti-mouse CD31 Antibody                    |                   | BioLegend                 | 102503  | 1:100         |
| FITC anti-mouse CD45 Antibody                      |                   | BioLegend                 | 103108  | 1:100         |
| APC/Cyanine7 anti-mouse CD45 Antibody              |                   | BioLegend                 | 103116  | 1:100         |
| Biotin anti-mouse CD45 Antibody                    |                   | BioLegend                 | 103103  | 1:100         |
| Biotin anti-mouse TER-119/Erythroid Cells Antibody |                   | BioLegend                 | 116203  | 1:100         |
| APC anti-mouse F4/80 Antibody                      |                   | BioLegend                 | 123116  | 1:100         |

**Supplemental Table 2. Primers used in this study**

|               |    |                           |
|---------------|----|---------------------------|
| <i>Acc1</i>   | Fw | TGAGATTGGCATGGTAGCCTG     |
|               | Rv | CTCGGCCATCTGGATATTCAG     |
| <i>Acta2</i>  | Fw | GTTCA GTGGTGCCTCTGTCA     |
|               | Rv | ACTGGGACGACA TGGAAAAG     |
| <i>Adipoq</i> | Fw | ATGGCAGAGATGGCACTCCT      |
|               | Rv | CCTTCAGCTCCTGTCATTCCA     |
| <i>Adrb3</i>  | Fw | ACTGCTAGCATCGAGACCTTG     |
|               | Rv | AAGGGTTGGTGACAGCTAGG      |
| <i>Atgl</i>   | Fw | GGTGACCATCTGCCTTCCAG      |
|               | Rv | TGCAGAAGAGACCCAGCAGT      |
| <i>Ccl2</i>   | Fw | CCACTCACCTGCTGCTACTCAT    |
|               | Rv | TGGTGATCCTCTTGTAGCTCTCC   |
| <i>Cd36</i>   | Fw | CCAAATGAAGATGAGCATAGGACA  |
|               | Rv | TCCAGTTATGGGTTCCACATCTAAG |
| <i>Cd9</i>    | Fw | CCACGCAACTCCAGCTTGTAC     |
|               | Rv | GCTCTTGGTCTGAGAGTCGAATC   |
| <i>Col1a1</i> | Fw | CCTCAGGGTATTGCTGGACAAC    |
|               | Rv | ACCACTTGATCCAGAAGGACCTT   |
| <i>Col3a1</i> | Fw | ATGCCCACAGCCTTCTACAC      |
|               | Rv | ACCAGTTGGACATGATTCACAG    |
| <i>Col6a1</i> | Fw | TGGAGCCACGTCTAAGTATCATTG  |
|               | Rv | AATTGCGCCGGTATGTGTG       |
| <i>Emr1</i>   | Fw | CTTTGGCTATGGGCTTCCAGTC    |
|               | Rv | GCAAGGAGGACAGAGTTTATCGTG  |
| <i>Fasn</i>   | Fw | CCTGGATAGCATTCCGAACCT     |
|               | Rv | AGCACATCTCGAAGGCTACACA    |
| <i>Hsl</i>    | Fw | GGCTTACTGGGCACAGATACCT    |
|               | Rv | CTGAAGGCTCTGAGTTGCTCAA    |
| <i>Itgax</i>  | Fw | GCCATTGAGGGCACAGAGA       |
|               | Rv | GAAGCCCTCCTGGGACATCT      |
| <i>Leptin</i> | Fw | GAGACCCCTGTGTCTGGTTC      |
|               | Rv | CTGCGTGTGTGAAATGTCATTG    |
| <i>Mmp9</i>   | Fw | AGGGGCGTGTCTGGAGATTC      |
|               | Rv | CCAGGGCACACCAGAGAACT      |
| <i>Mmp 11</i> | Fw | CCGCCAGATGTCTGTGA         |
|               | Rv | CGCAGCCTCCACACAA          |
| <i>Mmp 14</i> | Fw | GGATACCCAATGCCCATTTGGCCA  |
|               | Rv | CCATTGGGCATCCAGAAGAGAGC   |
| <i>Pparg</i>  | Fw | ACAATGCCATCAGGTTTGGG      |
|               | Rv | CCGCCAACAGCTTCTCCTT       |
| <i>Tgfb1</i>  | Fw | CCTGAGTGGCTGTCTTTTGACG    |
|               | Rv | AGTGAGCGCTGAATCGAAAGC     |
| <i>Timp1</i>  | Fw | ATCTGGCATCCTCTTGTTG       |
|               | Rv | CGCTGGTATAAGGTGGTCTC      |
| <i>Tnf</i>    | Fw | ACCCTCACACTCAGATCATCTTC   |
|               | Rv | TGGTGGTTTGCTACGACGT       |
| <i>36B4</i>   | Fw | GGCCCTGCACTCTCGCTTTC      |
|               | Rv | TGCCAGGACGCGCTTGT         |

How the deposited data were processed for this re-analysis (not part of the article)

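RNA of epididymal adipose tissue was measured by sequencing in 9 libraries, 3 from mice fed HFD for 8 weeks (Pre) and 3 each after 1 week (WL1) and 2 weeks (WL2) of SD. Groups and replicate numbers were taken from the sample labels and the paper. The RNA sequencing of mice at the end of the WC1 protocol (Fig. 1E,F) was not analysed here.

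The authors deposited 1 table of counts per gene, whole numbers without normalization, and 1 table of FPKM per gene for the same 9 libraries, both with 56748 genes. The aligner, counting program, strand setting, annotation and build are not given in the sources used here. The paper names iDEP and GSEA for the downstream steps. Of 52073 genes shared with GENCODE M21 on GRCm38, 1472 had the same coordinates, so coordinates are given as in the authors' table, without a build. The columns that matched no sample numbered 0. The library total implied by the authors' FPKM, counts and gene lengths was 0.995 to 1.01 times the sum of the counts at Pre, 1.07 to 1.11 times at WL1 and 1.11 to 1.12 times at WL2, so the FPKM were scaled to another total than the sum of the counts. Gene symbols were taken from the authors' table, in which 882 symbols are used more than once.

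From the counts, genes with at least 0.5 CPM in at least 1 library (18510 genes) were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors, 1 model over the 9 libraries without covariates). P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. SE values of edgeR are the absolute log2 fold change divided by the square root of the test's F statistic. The common dispersion was 0.0478. Log2 CPM used a prior count of 4. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, beside camera with an estimated correlation and fry. Reactome sets (1444 sets, 6958 of 7111 gene identifiers matched) came with fgsea 1.28.0. The collagen set was adjusted over 3 comparisons and 18 lists written from general knowledge over 54. These are collagen chains and modifying enzymes, fatty acid and cholesterol synthesis, macrophages, lipid-associated macrophages, neutrophils, T cells, B cells, fibroblasts without collagens, adipocytes, endothelium, mesothelium, skeletal muscle, proliferation, immediate early response, clock, ketone body metabolism, matrix metalloproteinases and branched-chain amino acid degradation. Lists of epididymis genes and of testis and seminal vesicle genes had 3 tested genes each, fewer than the minimum of 5, and stayed outside the adjustment. Lists of lymph node vessel and stroma genes, of hepatocyte genes and of 6 liver genes were added later. Genes printed in Fig. 4E or measured by quantitative PCR were tallied and not tested as sets.

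Genes named in the text are those the paper names for these samples or measured by quantitative PCR; for WL1 and WL2 against Pre, the 3 protein-coding genes with the largest rise and the 3 with the largest fall among those past the threshold, with a mean of at least 1 CPM and no overlap between the libraries of the phases; and of a list or set, the 3 members with the largest change in the direction of its median and any member past the threshold the other way. Some genes that this rule names are not reported here. *Alb*, *Apoa1*, *Ttr*, *Ccl21a*, *Ighm* and *Cyp2e1* were singled out after their values were seen. The tests, the lists other than the added ones, the rule for named genes and the alternatives were chosen before the data were examined, except that the group used for the enrichment, the enrichment without the genes clustered with *Alb*, the tests of other splits and the tests of explanations were chosen afterwards.

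Principal components, k-means with k = 5 on 2000 genes and one-sided Fisher's exact tests of Reactome sets followed the paper's steps as far as it states them. The alternatives were no filter, a filter on 3 libraries, DESeq2 1.42.0, other scaling factors, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), fits of the compared phases alone, other settings of the components and the clustering, and leaving out each library in turn. Pairs of libraries of 1 phase differed by more than sampling noise (chi-square per degree of freedom between 9.26 and 49.7), and none held identical values.

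On simulated counts with the real means and library sizes of the 18510 genes, 176 of 200 changed genes were recovered at WL1 against Pre with 6.38% false calls, 83 of 100 at WL2 against Pre with 4.60%, 84 of 100 at WL2 against WL1 with 3.45%, and 141 of 200 for the transient change with 3.42%. The changed genes were drawn from the more abundant genes, with simulated shifts of at least 2-fold. Recovery of smaller shifts and of genes near 0.5 CPM was not simulated. In 1 simulated data set with no changed gene, 0 genes were called by edgeR in each comparison, and in 20 others at most 2 were called at WL1 against Pre. All these simulations drew each gene on its own, without variation shared between genes. The k-means step recovered the groups of 100% of 600 simulated genes, but only these genes were clustered and k was set to their number of groups. It therefore does not test the choice of the most variable genes or k = 5. The enrichment step called the 1 planted set alone. With 16434450 to 22729072 counts per library, 1 CPM corresponds to few reads, so changes of genes near 0.5 CPM are measured with wide counting error.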

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

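The tests of explanations in this part were chosen only after the result was seen, except that of liver RNA, whose gene list and outcome were written down before its values were looked at. The paper does not report on the genes of this part.

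Genes of B cells and T cells were high in 1 library, which drew attention because it lies apart from the other 8. The mean log2 CPM of the B-cell list was 5.02 in Pre replicate 2, 3.14 above the highest of the other libraries, and that of the T-cell list was 2.80, 1.93 above. *Ms4a1* had 45.8 CPM there and between 0.354 and 2.61 elsewhere, and *Cd79a* had 67.1 CPM and between 0.956 and 5.39 elsewhere. The medians of these lists against Pre turn on this library: at WL1 against Pre, the B-cell list had a median log2 fold change of -2.75 and the T-cell list of -1.11, and without Pre replicate 2 these were 0.84 and 0.60. At WL2 against Pre they were -2.16 and -1.28, and 1.23 and 0.16 without it. By limma's camera test with Benjamini-Hochberg adjustment, the B-cell list passed at WL1 against Pre (adjusted p = 0.00688), and not without Pre replicate 2. Leaving out Pre replicate 1 or 3, whose fits keep Pre replicate 2, brought the T cell list, WL1 against Pre (-1.64 in both fits), the T cell list, WL2 against Pre (-1.80 in both) and the B cell list, WL2 against Pre (-2.71 in both) past the threshold, as did leaving out WL2 replicate 2 for the T cell list at WL2 (-1.68). A library size out of range is argued against, since this library had 19.2 M counts and the others between 16.4 M and 22.7 M. A sample from after weight loss under a wrong label is also argued against, since its mean of the fatty acid and cholesterol synthesis list was 6.58, against 5.52 to 5.80 in the 6 libraries from after weight loss. A candidate explanation is lymph node tissue in the sample. A list of lymph node vessel and stroma genes had a mean log2 CPM of 1.90 in this library and from -0.55 to 1.31 in the others, but most of its 5 tested genes are near the lower limit, and the most abundant, *Ccl21a*, had 26.0 CPM, inside the range of the others from 0.735 to 67.7. Lymph node tissue and a larger number of lymphocytes in this mouse cannot be told apart from these genes. A difference between mice stays open and was not tested. *Ighm* does not follow this library alone: it had 1120, 2502 and 1246 CPM at Pre and between 137 and 285 in the later libraries.

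Genes of the liver were high in 3 libraries of 2 phases. The mean log2 CPM of a hepatocyte list (22 tested genes, of which 5 have at least 0.5 CPM in each of the other 6 libraries) was 0.67 and 0.95 in Pre replicates 2 and 3 and 1.23 in WL1 replicate 1. The lowest of these is 0.88 above the highest of the other libraries. The 6 liver genes that were noticed first were higher in the same libraries, with means of 2.54, 3.33 and 3.39, against -1.35 to -0.31 elsewhere. A change with the phase is argued against, since the range within WL1 was 1.62, the whole range of the 9 libraries. A candidate explanation is RNA of liver cells in these samples. The list's lowest mean among the 3 libraries was 0.67, against -0.39 to -0.22 in the others. These are the same means that were flagged above, so they cannot decide where the RNA came from. The level is low, with *Alb* at most at 62.9 CPM. Tissue carried over at dissection and reads assigned from other libraries of the same sequencing run would both give this and were not tested. *Cyp2e1*, a gene of the list, is expressed at 38.3 CPM or more in every library and up to 600, and says nothing about the liver here.

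Genes of mesothelium, the cell layer on the surface of the tissue, moved in opposite directions in the 2 phases. Their median log2 fold change was -0.88 at WL1 and 1.06 at WL2 against Pre, and the difference between the phases was 1.89 (adjusted p = 4.43e-07, limma's camera test with Benjamini-Hochberg adjustment; 0.432 with an estimated correlation and 0.170 with fry). All 12 genes were lower at WL1 and higher at WL2, and the 12 have at least 0.5 CPM in every library. From WL1 to WL2, 0 of 12 genes passed in edgeR, against 11 at an unadjusted p under 0.05, 10 adjusted over the list alone, 1 in DESeq2 and 0 in limma on log2(FPKM + 1). The largest rises were in *Muc16* (2.36), *Krt19* (2.26) and *Krt8* (2.03). The call at WL2 against Pre is lost without Pre replicate 1 (0.56) or WL2 replicate 3 (0.63), and that at WL1 appears without Pre replicate 1 (-1.37) or WL1 replicate 1 (-1.61). Libraries of 1 phase differ widely: the means ranged over 2.87 within Pre, while the WL1 and WL2 means were 2.88 and 4.93. The WL1 libraries lay at 3.98, 1.69 and 2.96 and the WL2 libraries at 4.13, 5.02 and 5.63, without overlap. A varying amount of the surface layer in each sample and a change with the phase still cannot be told apart. The range within Pre is as large as the difference between the phases.

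Genes of proliferation differed between the phases. Their median log2 fold change was 0.62 at WL1 and -0.97 at WL2 against Pre, and -1.56 at WL2 against WL1 (adjusted p = 3.40e-19, limma's camera test with Benjamini-Hochberg adjustment; 0.192 with an estimated correlation and 0.0103 with fry). All 15 genes were higher at WL1 than at Pre and lower at WL2 than at WL1. At WL1 against Pre, 0 passed in edgeR, against 2 at an unadjusted p under 0.05. At WL2 against Pre, 6 passed in edgeR, and 0 to 11 with each library left out. From WL1 to WL2, 9 passed in edgeR, 15 adjusted over the list alone, 14 in DESeq2 and 8 in limma on log2(FPKM + 1). Leaving out WL1 replicates 1, 2 or 3 left 4, 2 and 1, leaving out WL2 replicates 2 or 3 left 0 and 2, and leaving out WL2 replicate 1 gave 14. The largest falls were in *Ccnb1* (-1.89), *Rrm2* (-1.86) and *Cenpf* (-1.79). *Rrm2* and *Cenpf* passed in edgeR, and were lost without any WL1 library or WL2 replicates 2 or 3 (-2.55 to -1.55 and -2.06 to -1.66). At WL2 against Pre, the macrophage list did not fall with all libraries, but this cannot decide whether fewer macrophages are the cause. The macrophage list had a median of 0.058 there (95% of resamplings of its genes from -0.047 to 0.19), with 12 genes higher and 8 lower. The resampling covers the choice of genes and not the spread between mice. The macrophage median was -0.36 without WL2 replicate 1 and -0.16 without Pre replicate 1, so its sign turns on single libraries. The proliferation median of -0.97 is from all libraries and is not set against these fits. Fewer macrophages, as a part or the whole of the cause, stay open. From WL1 to WL2, fewer proliferating cells and fewer macrophages cannot be told apart. The macrophage list fell with the proliferation list, with a median of -0.79 (-1.11 to -0.52). A change of cell division with the phase of weight loss stays open as a hypothesis.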

How the results depend on the processing

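The tests of other splits in this part were chosen only after the result was seen, as was the enrichment without the genes clustered with *Alb*. Among the counts of genes, the collagen set, the components, the clustering and the enrichment, 176 alternative values kept their direction and side of the threshold or stayed within 1.5 times, 58 moved and 2 lost the threshold. For the other gene lists, 1015 kept them, 30 gained the threshold, 34 lost it and 55 changed sign. For single genes and cluster means, 1706 kept them, 39 gained it, 226 lost it, 16 moved and 20 changed sign. Unless stated, the cause was not tested.

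The genes changed in WL1 against Pre numbered 2344 with DESeq2, 781 with limma on log2(FPKM + 0.1), 799 at an adjusted p under 0.1 with at least 2-fold change, and 512 to 1500 with each library left out. The genes changed in WL2 against Pre numbered 956 at an adjusted p under 0.1 with at least 2-fold change, and 743 to 1688 with each library left out. The genes changed in WL2 against WL1 numbered 1668 with no filter, 1935 with DESeq2, 231 with limma on log2(FPKM + 0.1), 318 with limma on log2(FPKM + 1) and no filter, 1053 with the libraries of the compared phases alone, and 37 to 1351 with each library left out. The genes with a transient change at WL1 numbered 1496 with no filter, 1949 with DESeq2, 171 with limma on log2(FPKM + 0.1), 289 with limma on log2(FPKM + 1) and no filter, 530 at an adjusted p under 0.1 with at least 2-fold change, and 11 to 1335 with each library left out. The genes differing among Pre, WL1 and WL2 numbered 4104 with DESeq2, 1464 with limma on log2(FPKM + 0.1), and 1062 to 2475 with each library left out. A fit without 1 library has fewer samples. Upper-quartile factors moved the share of lower genes at WL2 against WL1 from 64.5% to 51.7%, while the median of all genes lay between -0.015 and 0.058 in the 3 comparisons under RLE factors, upper-quartile factors, DESeq2 and limma on log2(FPKM + 1).

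The replicate number was also used as a block. Libraries with the same number did not deviate together (correlations from -0.277 to 0.107), so the numbers do not pair the samples. With the replicate block, 844 genes changed in WL1 against Pre, 330 genes changed in WL2 against WL1, 272 genes past the test of a transient change and 1560 genes differing among Pre, WL1 and WL2 were found, and the fatty acid and cholesterol synthesis list, WL2 against WL1, had a median of -0.24 (limma's camera test with Benjamini-Hochberg adjustment, adjusted p = 0.0339).

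Of the set tests, collagen biosynthesis and modifying enzymes, WL1 against Pre (-0.27, adjusted p = 0.126) and collagen biosynthesis and modifying enzymes, WL2 against WL1 (-0.41, adjusted p = 0.0560) lost the threshold of limma's camera test with an estimated correlation. The macrophage list, WL1 against Pre (0.75) and the macrophage list, WL2 against WL1 (-0.79) lost it with an estimated correlation (adjusted p = 0.497 for both) and in fry (adjusted p = 0.170 and 0.177, limma). The fatty acid and cholesterol synthesis list, WL2 against WL1 gained it with no filter (-0.25, adjusted p = 0.0232) and in fry (-0.25, adjusted p = 0.0492), both in limma. Of the 54 tests, 20 passed, against 2 with an estimated correlation, 11 in fry, and 20 to 23 with each library left out.

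Some medians changed sign or came to 0. With no filter, these were the neutrophil list, WL2 against WL1 (0, against -0.42 in the main setting), the skeletal muscle list, WL2 against WL1 (0.26) and the matrix metalloproteinase list, WL2 against WL1 (0.077). With the filter on 3 libraries, they were the skeletal muscle list, WL2 against WL1 (0.32), the matrix metalloproteinase list, WL2 against WL1 (0.0052) and the ketone body metabolism list, WL2 against Pre (-0.00053). Upper-quartile factors changed the adipocyte list, WL2 against Pre (0.00065), the fibroblast without collagens list, WL2 against WL1 (0.0044) and the matrix metalloproteinase list, WL2 against WL1 (0.043). Limma on log2(FPKM + 1) gave 0.014 for the matrix metalloproteinase list, WL2 against WL1, and with no filter 0.017 for it, 0.019 for the skeletal muscle list, WL2 against WL1, and 0 for the neutrophil list, WL2 against WL1. Limma on log2(FPKM + 0.1) gave -0.0012 for the macrophage list, WL2 against Pre, and -0.077 for the skeletal muscle list, WL2 against Pre. The libraries of the compared phases alone gave 0.0068 for the neutrophil list, WL1 against Pre.

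With each library left out in turn, medians whose sign changed ranged as follows. The neutrophil list, WL1 against Pre, ranged from -0.31 to 0.17, and the neutrophil list, WL2 against Pre, from -0.28 to 0.11. The T cell list, WL1 against Pre, ranged from -1.64 to 0.60, the T cell list, WL2 against Pre, from -1.80 to 0.16, the B cell list, WL1 against Pre, from -3.14 to 0.84 and the B cell list, WL2 against Pre, from -2.71 to 1.23, each positive only without Pre replicate 2. The fibroblast without collagens list, WL1 against Pre, ranged from -0.20 to 0.030, the fibroblast without collagens list, WL2 against Pre, from -0.17 to 0.036 and the fibroblast without collagens list, WL2 against WL1, from -0.16 to 0.16. The endothelial list, WL1 against Pre, ranged from -0.16 to 0.19, the endothelial list, WL2 against Pre, from -0.070 to 0.24 and the endothelial list, WL2 against WL1, from -0.072 to 0.28. The clock list, WL1 against Pre, ranged from -0.038 to 0.20 and the clock list, WL2 against Pre, from -0.066 to 0.10. At WL2, the macrophage list, WL2 against Pre, ranged from -0.36 to 0.23, the lipid associated macrophage list, WL2 against Pre, from -0.35 to 0.44, the adipocyte list, WL2 against Pre, from -0.072 to 0.029, the skeletal muscle list, WL2 against Pre, from -0.27 to 0.17, the immediate early response list, WL2 against Pre, from -0.047 to 0.26, the ketone body metabolism list, WL2 against Pre, from -0.026 to 0.066 and the branched chain amino acid degradation list, WL2 against Pre, from -0.065 to 0.042. The skeletal muscle list, WL2 against WL1, ranged from -0.37 to 0.12 and the matrix metalloproteinase list, WL2 against WL1, from -0.22 to 0.024. Of single genes, Mmp9, WL1 against Pre, ranged from -1.07 to 0.56, Adgre1, WL2 against Pre, ranged from -0.33 to 0.35, Itgax, WL2 against Pre, from -0.50 to 0.40 and Clec4e, WL2 against Pre, from -1.32 to 0.76. Of 99 values of single genes that were followed, 72 passed with all libraries. Of these 72, 37 passed in each of the 9 fits and 18 in fewer than 5.

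For the k-means clusters of genes, the share of printed genes in the group of their letter was 100% with 1000 genes and with k = 4, and 88.9% to 100% with each library left out. Of the clustered A genes, 3 of 6 were in their group with 4000 genes and 4 of 7 after a variance stabilizing transformation. All clustered B and D genes were in theirs under both settings. The cluster B mean, WL2 against Pre, was 0.17 with 1000 genes and -0.47 to 0.21 with each library left out. The cluster A mean, WL1 against Pre, was -0.37 with 1000 genes, -0.39 with 4000 genes, -0.43 with standardized genes, -0.020 with k = 4, -0.39 after a variance stabilizing transformation and -0.97 to 0.49 with each library left out. The number of Reactome sets enriched in the cluster with the collagen genes was 10 with the clustered genes as background, 1 with 1000 genes, 0 with k = 6, 0 without the genes clustered with *Alb*, and 1 to 29 with each library left out. The last 2 zeros follow from their construction, since these settings take the liver genes out of the group.

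Splits of the 9 libraries into 3 groups gave as many genes differing among the phases in 1 of 100 drawn splits, the real one included. As many genes passed the test of a transient change in 2 of 100, and a macrophage median in that test was as far from 0 in 3 of 100. For genes differing among the phases, the other drawn splits gave at most 399, against 2417, which argues against chance. For the transient change, another split gave more genes (896, against 848). By these shares chance is unlikely for the transient count and the macrophage median, but not excluded. For the macrophage median the margin is small, since 2 other splits gave larger medians (0.777 and 0.833, against 0.771), and its unadjusted p was 0.125 by limma's camera with an estimated correlation and 0.0436 by fry. For 2 phases there are 10 splits, which cannot give a share under 0.1, so the splits alone cannot exclude chance. As many genes were found in 1 of 10 for each of the 3 comparisons: in edgeR the other 9 splits gave 0 genes past the threshold, against 421 to 1291 at an unadjusted p under 0.05 for WL1 against Pre (4496 in the real split), 428 to 1226 for WL2 against Pre (4806) and 212 to 2148 for WL2 against WL1 (3960), and no other tool was run on the splits. A collagen median as far from 0 was found in 2 of 10 for WL1 against Pre and in 1 of 10 for each of the others. Depth limits the genes near 0.5 CPM, for which few reads decide the value.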

Differences from the paper's values

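For extracellular matrix organization, the paper shows a -log10 adjusted p of about 12 (Fig. 4F, read by eye) in cluster E. Here it was 0.612 by a one-sided Fisher's exact test, in the group that held most of the collagen set, which is not the paper's cluster E. The value differs under every alternative. Among those set before the data were examined, it was 7.60 after a variance stabilizing transformation, 2.85 with 4000 genes and 1.50 without WL1 replicate 1, all past the threshold, and between 0 and 1.17 in the others. Without the genes clustered with *Alb*, which was chosen after seeing the values, it was 0.0955.

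The paper shows clusters D and E as separate groups. Most of the settings run here could not show this, since 0 of the 11 genes printed for cluster E were among the clustered genes in 11 of 17 settings and 2 in 4 settings. With 4000 genes, 4 of them were clustered and 4 were with the genes of cluster D, and after a variance stabilizing transformation 9 of 11 were. The fall of the 11 printed genes itself was found at WL2 against Pre in 11 of 11, of which 9 passed edgeR's quasi-likelihood test.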

Other observations

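The tests of explanations for the collagen and macrophage genes were chosen only after the result was seen.

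For the fall of the collagen set at WL2 against Pre (median -0.52), technical explanations were weighed. A bias by gene length is argued against, since 0% of random lists matched on length and mean expression had a median as low (95% of them from -0.16 to 0.12). The normalization factors are argued against, since the median nearest 0 under 4 other scalings was -0.34. In these libraries, fewer fibroblasts in the tissue cannot be told apart from lower expression per cell. The fibroblast list without collagens had a median of -0.080 with a wide range (95% of resamplings of its genes from -0.47 to 0.40). Its members moved both ways, and its member *Lox* is also printed for cluster E. The paper examined this in isolated fibroblasts, outside these libraries, and reports lower collagen gene expression there with weight loss (Fig. 5B). The fall with weight loss that the paper describes stays open as the biological explanation. For the rise of macrophage genes at WL1, a lower share of adipocytes is argued against as the whole cause, since the endothelial list had a median of -0.0095 (-0.15 to 0.10). It was 0.19 without WL1 replicate 3 and 0.16 without Pre replicate 1, still below the macrophage median of 0.75. A larger number of macrophages and a change in their expression stay open.

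Genes measured by quantitative PCR in the paper (Fig. 5A) had these values in the sequenced libraries at WL2 against Pre. The quantitative PCR compared other groups of mice (8 weeks of HFD, and 2 further weeks of HFD or SD), so its values are not those of these libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Col6a1* (log2 fold change -1.55, SE 0.13, adjusted p = 6.62e-05), *Col3a1* (-0.89, SE 0.24, adjusted p = 0.0416) and *Ccl2* (-1.19, SE 0.30, adjusted p = 0.0305) fell, and *Mmp11* rose (0.95, SE 0.22, adjusted p = 0.0238). *Col3a1* was lost without Pre replicates 2 or 3 or any WL2 library (-1.02 to -0.79), *Ccl2* without Pre replicate 3 or WL2 replicates 2 or 3 (-1.41 to -0.76), and *Mmp11* without Pre replicates 2 or 3 or WL2 replicates 1 or 2 (0.73 to 1.17). *Tgfb1* (-0.46), *Tnf* (-0.22), *Adgre1* (0.15), *Itgax* (0.14), *Mmp9* (0.78), *Mmp14* (0.25), *Adipoq* (0.21) and *Pparg* (0.21) did not pass. *Mmp9* passed without Pre replicate 2 (1.96). *Adgre1* was -0.12 without Pre replicate 1 and -0.33 without WL2 replicate 1, the value of Itgax, WL2 against Pre, was -0.082 and -0.50 in the same fits. At WL1 against Pre, *Mmp11* (1.45, SE 0.22, adjusted p = 0.00502) and *Mmp14* (0.81, SE 0.18, adjusted p = 0.0262) rose by the same edgeR test with Benjamini-Hochberg adjustment, the latter lost without Pre replicates 1 or 2 or WL1 replicates 1 or 3 (0.64 to 0.96). *Mmp9* changed by -0.62 without passing, and by 0.56 without Pre replicate 2. Of the inflammation genes *Adgre1*, *Itgax*, *Tnf* and *Ccl2*, 4 of 4 were higher at WL1 than at Pre (median 1.25), and 1 passed in edgeR, against 3 at an unadjusted p under 0.05, 2 in DESeq2 and 1 in limma on log2(FPKM + 1). It was *Tnf* (1.09), lost without Pre replicates 1 or 3 or any WL1 library (0.97 to 1.15). Of the fibrogenesis genes *Col1a1*, *Col3a1*, *Col6a1* and *Tgfb1*, 3 of 4 were higher (median 0.046, mean -0.10), and the 1 that passed in edgeR was lower, *Col6a1* (-0.84, adjusted p = 0.00426 with Benjamini-Hochberg adjustment, quasi-likelihood), in each of the 9 fits. *Adipoq* and *Pparg* were lower (median -0.39), with 0 past the threshold in edgeR, 2 at an unadjusted p under 0.05, and 0 in DESeq2 and in limma on log2(FPKM + 1).

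Other lists gave the following medians at WL1 against Pre, WL2 against Pre and WL2 against WL1, tested by limma's camera with Benjamini-Hochberg adjustment over 54 tests. Of the 20 calls by camera, 9 hold under fry and 2 with an estimated correlation. Collagen chains and modifying enzymes (58 genes) had -0.27, -0.51 and -0.42 (adjusted p = 9.76e-06, 8.87e-20 and 3.90e-10 in limma). Adipocyte genes (20) had -0.46, -0.026 and 0.42 (adjusted p = 2.58e-08, 0.226 and 3.50e-05 in limma), and the second passed without Pre replicate 2 (-0.041). Genes of branched-chain amino acid degradation (23) had -0.45, -0.027 and 0.47 (adjusted p = 3.20e-07, 0.683 and 3.37e-10 in limma), where the mean at WL2 against Pre was 0.025. Immediate early genes (16) had 0.27, 0.090 and -0.30 (adjusted p = 0.00154, 0.246 and 0.0828 in limma). Of these, the first was lost without Pre replicate 1 (0.18), and the third passed without Pre replicate 1 (-0.30), WL1 replicate 2 (-0.37) or WL2 replicate 3 (-0.45). Matrix metalloproteinase genes (18) had 0.22, 0.23 and -0.017 (adjusted p = 0.0930, 0.387 and 0.515 in limma), and the first passed without Pre replicate 2 (0.40) or WL1 replicate 2 (0.36). The endothelial list, WL2 against Pre, had a median of 0.093 (15 genes), and the endothelial list, WL2 against WL1, of 0.072 (adjusted p = 0.483 and 0.226 in limma), and the latter passed without WL1 replicate 1 (0.28) and was negative without WL1 replicate 3 (-0.072).

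Several lists passed in no comparison with all libraries in limma's camera test. Neutrophil genes (7) had -0.25, -0.073 and -0.42, where the last had a mean of 0.013, and fibroblast genes without collagens (20) had -0.045, -0.080 and -0.056, where the first and second had means of 0.018 and 0.015. Skeletal muscle genes (8) had 0.33, 0.14 and -0.11, with a mean of -0.28 in the second, which passed in fry (adjusted p = 0.0492, limma). Clock genes (15) had 0.16, -0.066 and 0.12, with a mean of 0.17 in the second. Genes of ketone body metabolism (10) had -0.22, 0.0068 and 0.19. T-cell genes had -0.24 at WL2 against WL1. B-cell genes, whose list passed at WL1 against Pre, had 0.58 at WL2 against WL1. Genes of the epididymis (3 tested) had -0.54, -0.37 and 0.56, those of testis and seminal vesicle (3 tested) -0.089, 0.26 and 0.75, those of lymph node vessels and stroma (5 tested) -1.50, -0.39 and 0.82, those of hepatocytes -0.087, -2.09 and -2.09, and the 6 liver genes -0.65, -4.62 and -4.10. These lists stayed outside the adjustment. By limma's camera their smallest unadjusted p was 0.0103 (hepatocyte list at WL2 against Pre; 0.454 with an estimated correlation and 0.148 in fry), and by fry it was 0.00128 (epididymis list at WL1 against Pre; 0.155 in camera). The liver medians follow the 3 libraries with liver genes.

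Of the 20 fibroblast genes without collagens, 9 were higher and 11 lower at WL2 than at Pre. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 passed upward, namely *Gpx3* (2.36, adjusted p = 6.80e-05), *Dcn* (0.84, adjusted p = 0.0215), *Gsn* (0.76, adjusted p = 0.0204) and *Dpep1* (0.54, adjusted p = 0.0135), and 2 downward, namely *Sparc* (-1.36, adjusted p = 0.000567) and *Lox* (-1.001, adjusted p = 0.00282). *Gpx3*, *Sparc* and *Lox* passed in each of the 9 fits, while *Dcn* was lost without Pre replicates 1 or 2 or WL2 replicates 2 or 3 (0.70 to 1.00), *Gsn* without Pre replicates 2 or 3 or WL2 replicates 2 or 3 (0.63 to 0.95) and *Dpep1* without WL2 replicates 2 or 3 (0.47 to 0.61). *Gpx3* also rose by 0.92 at WL1 against Pre (lost without Pre replicate 1 or WL1 replicates 1 or 2) and by 1.44 from WL1 to WL2, and *Gsn* by 0.75 from WL1 to WL2 (lost without any WL1 library or WL2 replicates 2 or 3). *Ighm* changed by -3.01 at WL1 and -3.01 at WL2 against Pre (adjusted p = 0.00151 and 0.000793, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), in each of the 9 fits. *Clec4e*, which encodes the receptor Mincle named in the introduction of the paper, changed by -0.87 at WL2 against Pre without passing in edgeR, and by 0.76 without Pre replicate 2. *Cyp2e1* changed by -3.38 at WL1 against Pre (SE 0.27, adjusted p = 0.000262) and by 2.71 at WL2 against WL1 (SE 0.26, adjusted p = 0.00214), edgeR quasi-likelihood with Benjamini-Hochberg adjustment. Of these genes, *Ighm* and *Cyp2e1* were singled out after their values were seen.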
